# Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells

**DOI:** 10.1371/journal.pone.0220378

**Published:** 2019-07-26

**Authors:** Pia D. Bagamasbad, Jose Ezekiel C. Espina, Joseph R. Knoedler, Arasakumar Subramani, Ariel J. Harden, Robert J. Denver

## Abstract

The hippocampus is a well-known target of thyroid hormone (TH; e.g., 3,5,3’-triiodothyronine—T_3_) and glucocorticoid (GC; e.g., corticosterone—CORT) action. Despite evidence that TH and GC play critical roles in neural development and function, few studies have identified genes and patterns of gene regulation influenced by the interaction of these hormones at a genome-wide scale. In this study we investigated gene regulation by T_3_, CORT, and T_3_ + CORT in the mouse hippocampus-derived cell line HT-22. We treated cells with T_3_, CORT, or T_3_ + CORT for 4 hr before cell harvest and RNA isolation for microarray analysis. We identified 9 genes regulated by T_3_, 432 genes by CORT, and 412 genes by T_3_ + CORT. Among the 432 CORT-regulated genes, there were 203 genes that exhibited an altered CORT response in the presence of T_3_, suggesting that T_3_ plays a significant role in modulating CORT-regulated genes. We also found 80 genes synergistically induced, and 73 genes synergistically repressed by T_3_ + CORT treatment. We performed *in silico* analysis using publicly available mouse neuronal chromatin immunoprecipitation-sequencing datasets and identified a considerable number of synergistically regulated genes with TH receptor and GC receptor peaks mapping within 1 kb of chromatin marks indicative of hormone-responsive enhancer regions. Functional annotation clustering of synergistically regulated genes reveal the relevance of proteasomal-dependent degradation, neuroprotective effect of growth hormones, and neuroinflammatory responses as key pathways to how TH and GC may coordinately influence learning and memory. Taken together, our transcriptome data represents a promising exploratory dataset for further study of common molecular mechanisms behind synergistic TH and GC gene regulation, and identify specific genes and their role in processes mediated by cross-talk between the thyroid and stress axes in a mammalian hippocampal model system.

## Introduction

Thyroid hormone (TH_;_ e.g., 3,5,3’- triiodothyronine—T_3_) and glucocorticoids (GCs; stress hormones; e.g., cortisol and corticosterone) are known to influence neuronal processes such as learning and memory, in part through their actions on the hippocampus. Deficiencies in TH during neonatal or postnatal life result in morphological and functional changes in the hippocampus, leading to delayed neurogenesis and neuronal maturation in key regions such as the dentate gyrus, and consequent impairment in behavioral and cognitive functions associated with this brain region [1–7]. Glucocorticoids have also been shown to influence hippocampal development and other hippocampal-related cognitive functions but in a context-dependent manner. Chronic stress or prolonged exposure to high GC levels results in an impairment in learning and memory formation in rodents through the promotion of neuronal atrophy and disruption of inter-neuronal connections in the hippocampus [8–12]. Conversely, acute moderate stress has been shown to enhance memory consolidation [13–15], and alter long-term potentiation and synaptic plasticity depending on subfield of the hippocampus [16]. Selectively blocking GC action in mouse hippocampal neural progenitor cells results in altered neuron developmental patterns that is accompanied by impaired memory consolidation, emphasizing the importance of GC action in the hippocampus [17].

Thyroid hormones and GCs exert their effects by binding to their cognate nuclear hormone receptors (NRs), a class of ligand-activated transcription factors [18, 19]. Glucocorticoids bind to the GC receptor (GR), which is localized to the cytoplasm in the absence of ligand [20, 21]. Upon ligand binding, GR forms a homodimer that then translocates to the nucleus and binds to GC response elements (GRE) in DNA. Once bound to GREs, GRs recruit other transcription factors and co-regulators that alter the chromatin environment to either up-regulate or down-regulate target gene expression [20, 21]. In contrast to GRs, the TH receptor (TR) in the absence of ligand is bound to DNA at TH response elements (TRE) as a heterodimer with retinoid X receptor (RXR) complexed with co-repressors and histone deacetylases, resulting in a closed chromatin structure [22]. Upon ligand binding, TR changes conformation, corepressor complexes are released, and coactivator complexes are recruited resulting in an open chromatin structure that is more accessible to transcription factors and RNA polymerase 2 (Pol2) [22]. In addition to this classical transcriptional mechanism mediated by the TR, more recent evidence has demonstrated that ligand binding can modulate the binding affinity of TR to its target motifs [23], and that TR binding is dynamic, and may increase in the presence of ligand [24]. Negative gene regulation by TH may occur through a decrease in TR recruitment in the presence of ligand, or through mechanisms that do not involve direct TR binding [23]. The GREs and TREs of hormone responsive genes can be found both at promoters and at regions distal to the promoters that interact with the transcription complex via long-range chromatin looping and protein-protein interactions through the action of the Mediator (Med) complex and other transcriptional co-regulators [25–27].

Although it is well established that TH and GCs influence the structure and function of hippocampal neurons [28–30], few studies have investigated the interaction between, and combined effects of TH and GC [31]. Several gene expression analyses have been conducted to identify GC-regulated genes in hippocampal neurons [32–36]. Some have examined the cross-talk between TH and GC signaling in regulating the expression of a select number of genes in mouse primary cerebrocortical cells [37]. Another study explored the interaction between the adrenal and thyroid axis in the context of offspring-parent interactions where maternal care was found to increase T_3_ levels, which consequently increased GR transcription in the hippocampus of the offspring [38]. A study by Kulkarni and Buchholz (39) conducted genome-wide expression analysis to investigate the gene regulatory cascades regulated by TH and GC that drive tadpole tail resorption and metamorphosis. However, despite the well-established influence of TH and GC in shaping neuronal morphology and function, to our knowledge no large-scale gene expression analysis studies have been done on any mammalian cell type to identify genes that are coordinately regulated by TH and GC. Earlier, we found that the Krüppel-like factor 9 (*Klf9*) gene, which encodes a transcription factor known to influence neuronal structure and function [40–44], to be independently [45–48] and synergistically regulated by TH and GC in mouse hippocampus and in the adult mouse hippocampus-derived cell line HT-22 [49]. However, thus far *Klf9* is the only gene known to be regulated in this manner in the hippocampus. We therefore sought to determine if the synergistic regulation of *Klf9* was an isolated phenomenon, or if there are other genes that are similarly regulated. If other genes show similar synergistic induction by hormones, this might point to similar transcriptional mechanisms, and perhaps related functions in hormone action on hippocampal cells.

## Materials and methods

### Cell culture

The HT-22 cell line was obtained from Dr. David Schubert of The Salk Institute, La Jolla. HT-22 is a cell line derived from mouse hippocampus immortalized with the SV40 T antigen [50, 51]. This cell line exhibits properties of differentiated neurons; e.g., they express neuron specific markers such as enolase and the neurofilament triplet, but not the glial cell marker, glial fibrillary acidic protein [50–53]. HT-22 cells have been previously shown to express functional TR and GR [46, 49]. Cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Invitrogen) supplemented with sodium bicarbonate (2.2 g/L), penicillin G (100 units/mL), streptomycin sulfate (100 μg/mL) and 10% fetal bovine serum (FBS) that had been stripped of thyroid [54] and steroid hormones [55]. Cells were cultured under a humidified atmosphere of 5% CO_2_ at 37°C. For microarray-based gene expression analysis we seeded cells at a density of 1 x10^7^ cells per well in 100 cm^2^ plates.

For validation of gene expression by RTqPCR, cells were seeded at a density of 2.5 x 10^6^ cells per well in 6-well plates. When cells reached ~90–95% confluency, and immediately before hormone treatments, we replaced the growth medium with serum-free DMEM supplemented with 30 nM of 3,5,3’-triiodothyronine (T_3_; Sigma T2752) dissolved in dimethylsulfoxide (DMSO), 100 nM Corticosterone (CORT; Sigma C2505) dissolved in 100% ethanol, or 30 nM T_3_ + 100 nM CORT. All experiments received the same volume of DMSO (0.03%) and ethanol (0.001%). To identify synergistic interactions, hormone concentrations were based on submaximal dose previously determined from dose response assays [49]. Control treatments received an equivalent concentration of vehicle (0.03% DMSO and 0.001% ethanol). All hormone treatments were continued for 4 hr before cell harvest. Each hormone treatment was performed in triplicate for RNA extraction and microarray analysis.

### RNA extraction, reverse transcription and quantitative PCR

We extracted total RNA from HT-22 cells using the Trizol reagent (Invitrogen) following the manufacturer’s protocol. The extracted RNA was further purified using the RNAeasy Kit (Qiagen) to obtain a UV absorbance ratio at A_260/280_ to be between 1.8–2.0. We measured *Klf9* gene expression by reverse transcription (RT)-quantitative PCR (qPCR) to verify that the hormone treatments worked before microarray analysis. For qPCR validation of the results of the microarray analysis, we treated RNA with DNase I (Sigma DNAseI Amplification Grade cat no: D5307) prior to cDNA synthesis. First strand cDNA synthesis was done using the ABI High-Capacity cDNA Reverse Transcription kit with RNase inhibitor from Applied Biosystems (Life Technologies Corp., Carlsbad, CA). Gene expression analysis was performed using qPCR SYBR Green LO ROX mix (PCR Biosystems) run in a Real-time PCR (ABI 7500 Fast). We designed oligonucleotide primers to span an exon-exon boundary for each gene analyzed (S1 Table), and we used a relative quantification method using a pool of cDNA [49]. For measuring enhancer RNA (eRNA) levels, we designed oligonucleotide primers to amplify 80–100 bp fragments from the enhancer sequences, and we included minus reverse transcriptase cDNA controls to account for possible genomic DNA contamination. Melt curve analysis was also performed to determine specificity of amplification by primers. We normalized mRNA levels to the mRNA of the reference gene *Ppia* which was unaffected by hormone treatments.

### Microarray analysis

Total RNA (175 ng per sample) was amplified using the Illumina Totalprep RNA Amplification Kit (Ambion, Inc.) to generate biotinylated amplified RNA. The biotinylated RNA (2 μg) was hybridized at 55° C for 22 hr to Illumina Bead Chips (Illumina Mouse WG-6 v2.0). Microarrays were washed and scanned for data collection as directed by the manufacturer. Microarray data was normalized (Rank Invariant), and analyzed with Illumina BeadStudio software. The mean array value of three replicates per treatment was used to compute fold change over control.

### Sorting gene lists

For filtering of the microarray data set, we calculated gene expression fold change (FC) as the ratio between the average of the hormone treatment hybridization signal intensity (n = 3/hormone treatment) and average of the vehicle control treatment hybridization intensity. The Log_2_ of the gene expression FC was also calculated. Hormone-dependent regulation was identified based on a cut-off *P* value of 0.02 and a 1.5 FC (Log_2_FC = 0.58496) compared to control for T_3_, CORT, and T_3_ + CORT-treated samples. Additional gene lists comparing differences between T_3_ + CORT and T_3_ alone or CORT alone were also generated at a *P* value cutoff of 0.02. These criteria represent a more conservative estimate of genes which are hormone regulated and we did this to minimize false positives being called out. We have deposited our microarray dataset in GEO (GSE132423) to make the data accessible to those who may want to use a less stringent approach for gene discovery. To cluster the different genes, we generated Venn diagrams comparing the gene lists for T_3_-regulated, CORT-regulated, and T_3_ + CORT regulated genes. Two-color heatmap was also generated using the average array signal values per treatment replicate of the differentially expressed genes on the web-based tool Morpheus (Morpheus, https://software.broadinstitute.org/morpheus/). The most intense blue color represents the lowest row value while the most intense red color represents the highest row value. We performed additional clustering analysis on the intersections of the three gene lists to further segregate the genes into different patterns of gene regulation similar to the method described by Kulkarni and Buchholz (39). For this, we determined if the T_3_ + CORT microarray values of the genes found in the intersections were significantly different from T_3_ or CORT alone.

Genes are considered to be synergistically regulated by T_3_ + CORT if: 1) there is no effect with T_3_ and CORT alone but a statistically significant effect with T_3_ + CORT treatment based on *P*<0.02 and 1.5 FC, or 2) an effect with combined T_3_ + CORT treatment that is greater than the additive effect of T_3_ and CORT alone by one standard deviation [56]. Whether the combined effect of T_3_ + CORT on gene expression was greater than the additive effect of either hormone alone was determined by unpaired Welch’s t-test, which compared the combined hormone treatment array signal to the sum of the T_3_ alone and the CORT alone array signals. Variance of the combined array signal was calculated as the sum of the variances of the signals from each hormone treatment alone.

### *In silico* mapping of potential transcription factor binding sites and open chromatin marks

We accessed publicly available chromatin immunoprecipitation (ChIP)-seq data for GR conducted on rat hippocampus [57, 58], TR conducted on the immortalized mouse cerebellar neuronal C17.2 cell line [59], Med1/12 ChIP-seq and RNA Pol2 ChIP-seq conducted on mouse embryonic stem cells and fibroblasts [27], and H3K27Ac ChIP-seq conducted on terminally differentiated neural progenitor cells [60]. We used the BedOPs tool [61] to map these data to the regions flanking genes that we found to be synergistically regulated by T_3_ + CORT in HT-22 cells, and to a random set of 300 genes that were not differentially regulated in any of the hormone treatment. We set our search parameters to include the gene coding region and 50 kb flanking the transcription start and termination site. These parameters were set based on previous findings that (i) TR binding sites were found to be highly enriched within coding regions [23], (ii) CORT induced DNAse I hypersensitive sites were found to be enriched within ± 50kb of GR-responsive genes [62], and (iii) transcription factor binding, including TR and GR, is enriched at enhancers which may be located far from gene promoters [63–65]. The Mm10 genome assembly coordinates of the synergistically regulated genes were obtained using UCSC’s table browser tool [66]. Coordinates from rat ChIP-seq data, and older mouse assembly coordinates were converted to the Mm10 assembly using UCSC’s liftOver utility [67]. Candidate transcription factor binding sites for GR and TR were predicted using the Length-Aware Site Alignment Guided by Nucleotide Association (LASAGNA) algorithm [68]. Potential GREs were predicted using the vertebrate GR model and potential TREs were predicted using the *Rattus norvegicus* T_3_R-β and T_3_R-α models.

### Functional annotation clustering

For functional annotation clustering, we generated gene lists comprising genes synergistically regulated by combined hormone treatment (T_3_ + CORT), genes regulated by T_3_ alone, and genes regulated by CORT alone. Genes which had duplicate probe sets within each gene list were collapsed into single entries. Each gene list was submitted as a list of Entrez gene IDs to the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 for functional annotation analysis [69, 70]. Genes that did not have mappable Entrez IDs were excluded from the analysis. Functional annotation clustering was run with the following parameters: Kappa similarity–Similarity term overlap: 3, Similarity threshold: 0.50; Classification–Initial group membership: 3, Final group membership: 3, Multiple linkage threshold: 0.50; Enrichment thresholds–EASE: 1.0. These parameters correspond to a “Medium” level of stringency to eliminate most false positives but to still obtain useful functional annotation clusters. A higher stringency analysis was performed but did not yield any functional annotation clusters, likely due to the limited dataset that we had.

### Plasmid constructs and transient transfection assay

Using genomic DNA extracted from HT-22 cells, we PCR-amplified an 850 bp DNA fragment corresponding to a predicted upstream enhancer located 9.9 kb upstream of the transcription start site (TSS) of the mouse *Cytochrome b561* (m*Cyb561*) gene, and a 400 bp DNA fragment corresponding to a predicted intronic enhancer within intron 3 of the m*Cyb561* gene. The m*Cyb561* upstream enhancer was subcloned into the pGL4.23 promoter-*Firefly* luciferase reporter (Promega) vector at the SacI and BglII sites, and the m*Cyb561* intronic enhancer was subcloned at the SacI and XhoI sites to generate plasmids for transient transfection enhancer-reporter assays. We designed mutagenesis primers using the web design tool of the QuickChange Lightning Multi-site Directed Mutagenesis Kit (Agilent) or the Q5 Site-Directed Mutagenesis Kit (New England Biolabs, Inc.) to mutagenize predicted hormone response elements (HREs), and followed to the manufacturer’s protocol for PCR-based mutagenesis reactions. Primers were designed to convert the most conserved bases of the half-sites in the GREs or TREs into Ts (S2 Table).

For dual-luciferase enhancer-reporter assays, HT-22 cells were seeded at a density of 1.0 x 10^4^ cells per well in 96-well tissue culture plates in T_3_ and steroid-stripped medium. Cells were transfected at 60–70% confluency with 95 ng of the pGL4.23-m*Cyb561* enhancer constructs and 5 ng of the normalization reporter p*Renilla* luciferase- thymidine kinase construct (Promega) using the XtremeGene HP DNA transfection reagent (Roche) following the manufacturer’s protocol. Eighteen hours after transfection, hormone treatment was performed in serum-free medium with vehicle, T_3_ (30 nM), CORT (100 nM), or T_3_ + CORT for 4 hr before harvesting for dual-luciferase assay using Dual Luciferase Assay System (Promega) and the Fluoroskan FL microplate luminometer (Thermo Scientific). Enhancer-reporter assays were done twice with 4–6 replicates per treatment.

### Chromatin immunoprecipitation

We isolated chromatin from HT-22 cells treated with vehicle, T_3_ (30nM), CORT (100nM), or T_3_ + CORT. Five micrograms of sheared chromatin were used for each reaction, and ChIP assays were conducted as described by Denver and Williamson [48]. We used a rabbit polyclonal antiserum raised against the full-length *X*. *laevis* TRβ (PB antiserum, 5 μL; it does not distinguish TRα from TRβ; provided by Yun-Bo Shi). This antiserum has been used extensively for ChIP assay on frog tissues [48, 71, 72] and in mouse [73, 74]. The frog and mouse TR proteins share greater than 90% sequence identity. We also used commercial antibody to mouse GR (5 μg; M-20X; Santa Cruz Biotechnology, Inc) or normal rabbit serum (NRS) (Sigma). We analyzed ChIP DNA by quantitative real-time PCR using SYBR Green (Applied Biosystems) and primer pairs that targeted the putative *Cyb561* enhancers (S3 Table).

### Data analysis and statistics

The microarray data set was filtered with python scripts using the SciPy ecosystem [75] to generate lists of genes regulated by T_3_, CORT, and T_3_ + CORT. Venn diagram analysis of the gene lists was done with python scripts using the dataframe analysis package Pandas in the SciPy ecosystem [76]. Statistical analysis for synergistically regulated genes based on array signal intensity was done using Welch’s t-test on Microsoft Excel. Data for dual luciferase assays (*Firefly* luciferase divided by *Renilla* luciefase counts) and ChIP assays (expressed as the ratio of ChIP signal to input) were log_10_ transformed before statistical analysis. Gene expression data are reported as the mean + SEM. Luciferase, RTqPCR, and ChIP data were analyzed using one-way ANOVA followed by Tukey’s posthoc test using GraphPad Prism version 7.00 for Windows (GraphPad Software, La Jolla California USA, www.graphpad.com), and *P* < 0.05 was accepted as statistically significant.

## Results

To investigate actions of T_3_ and CORT in hippocampal neurons, we conducted gene expression analysis on HT-22 cells, an adult mouse hippocampus-derived neuronal cell line, treated with vehicle, T_3_, CORT, or T_3_ + CORT for 4 hr. 

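HT-22 cells, a line derived from mouse hippocampus, received 30 nM T3, 100 nM CORT, both hormones or vehicle for 4 h, and all 4 groups held 0.03% DMSO and 0.001% ethanol. The RNA was hybridized to Illumina mouse whole-genome bead arrays, with 3 arrays per group and 45281 probes on each array. The paper's methods name rank invariant normalization in BeadStudio. In the deposited normalized values the 12 arrays share one distribution of signals, from 40 to 43897.9 with a median of 71.2 or 71.3, and at any one rank they differ by at most 0.5. These values were taken to the log2 scale with no further normalization or background correction. The separate table of raw signals was used only for its detection p values, since its columns carry no label that ties them to a replicate. Among its 12 detection columns 6 hold signal, and the dimmest probe detected there corresponds to a normalized signal of 87.0, which is taken here as the limit of detection. By the array numbers in a figure of the paper these 6 would be the CORT and T3+CORT arrays, so for vehicle and T3 the limit rests on the shared distribution. Probes at or above that limit on at least 3 of the 12 arrays were tested, which left 17746, while 25612 lay below it on every array. All comparisons come from one limma model of the 4 groups with 8 residual degrees of freedom, and adjusted p values are Benjamini-Hochberg values over the tested probes. The number of arrays limits the precision: the 95% interval of a comparison of 2 groups reached 0.20 on the log2 scale to either side for the median probe. Because the 3 comparisons against vehicle use the same 3 vehicle arrays, part of any likeness between them can come from those arrays. The labels do not name the slide of each array. If arrays with and without CORT lay on different slides, a slide effect could not be told apart from that of CORT.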

To analyze the microarray data, three lists of differentially expressed genes were generated corresponding to T_3_ vs. vehicle, CORT vs. vehicle, and T_3_ + CORT vs. vehicle. Only 9 genes were differentially expressed in response to T_3_ (S4 Table), 432 genes in response to CORT (S5 Table, Table B in S1 File), and 412 genes in response to T_3_ + CORT treatment (S6 Table, Table C in S1 File).

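CORT changed many more transcripts than T3 within 4 h. The strongest rise on CORT was that of *Tsc22d3*, the glucocorticoid-induced leucine zipper, whose signal (probe ILMN_3150811) went from 1926 ± 128 on vehicle to 10414 ± 174 on CORT and 8679.5 ± 1011 on T3+CORT (SD, n = 3 arrays), at the brighter of its 2 probes; at the other, the larger rise of the 2, the log2 fold change on CORT was 3.13 (adjusted p = 8.4e-10). *Pdk4*, which encodes a kinase that inhibits pyruvate dehydrogenase, rose by a log2 fold change of 2.33 on CORT (standard error 0.08, adjusted p = 1.4e-11) and of 2.24 on T3+CORT (standard error 0.08, adjusted p = 8.9e-12). *Phlda1*, a gene that growth factors induce, fell from a mean signal of 544 to 189 on T3+CORT, and had a log2 fold change of -1.63 on CORT (standard error 0.10, adjusted p = 8.0e-09). At an adjusted p under 0.05, 16 probes differed between T3 and vehicle (14 higher, 2 lower), 3676 between CORT and vehicle (1751 higher, 1925 lower) and 3669 between T3+CORT and vehicle (1791 higher, 1878 lower). At the study's thresholds of an unadjusted p under 0.02 and at least a 1.5-fold change, the counts were 10 probes for T3, 425 for CORT (286 higher, 139 lower) and 411 for T3+CORT (254 higher, 157 lower), and most CORT and T3+CORT changes past the adjusted p alone were smaller than 1.5-fold, with a median of 1.29-fold on CORT. The T3 count at the adjusted p was 8 without vehicle replicate 3, 25 without T3 replicate 2 and 61 with array weights, and that at the study's thresholds was 18, 20 and 21 without vehicle replicate 3, T3 replicate 2 and T3 replicate 3. With the methods' t-test the T3 count at the adjusted p was 0, with 643 probes at an unadjusted p under 0.05. With that test the CORT and T3+CORT counts were 261 (154 higher, 107 lower) and 304 (174 higher, 130 lower), and with limma but without vehicle replicate 1 they were 2272 and 2326; the CORT count was also lower without vehicle replicate 3, at 2349.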

Using the three gene lists, a three-way Venn diagram was constructed (Fig 1A) to further parse different patterns of gene expression (Table 1) in response to hormone treatments. Additional clustering was performed to determine if the array signal of T_3_ or CORT alone regulated genes were significantly different from array signal of combined treatment with T_3_ + CORT (genes found at the intersections of the Venn diagram; Fig 1A, sections d-f). That is, genes that were additively or synergistically regulated by T_3_ + CORT.

**Fig 1:**
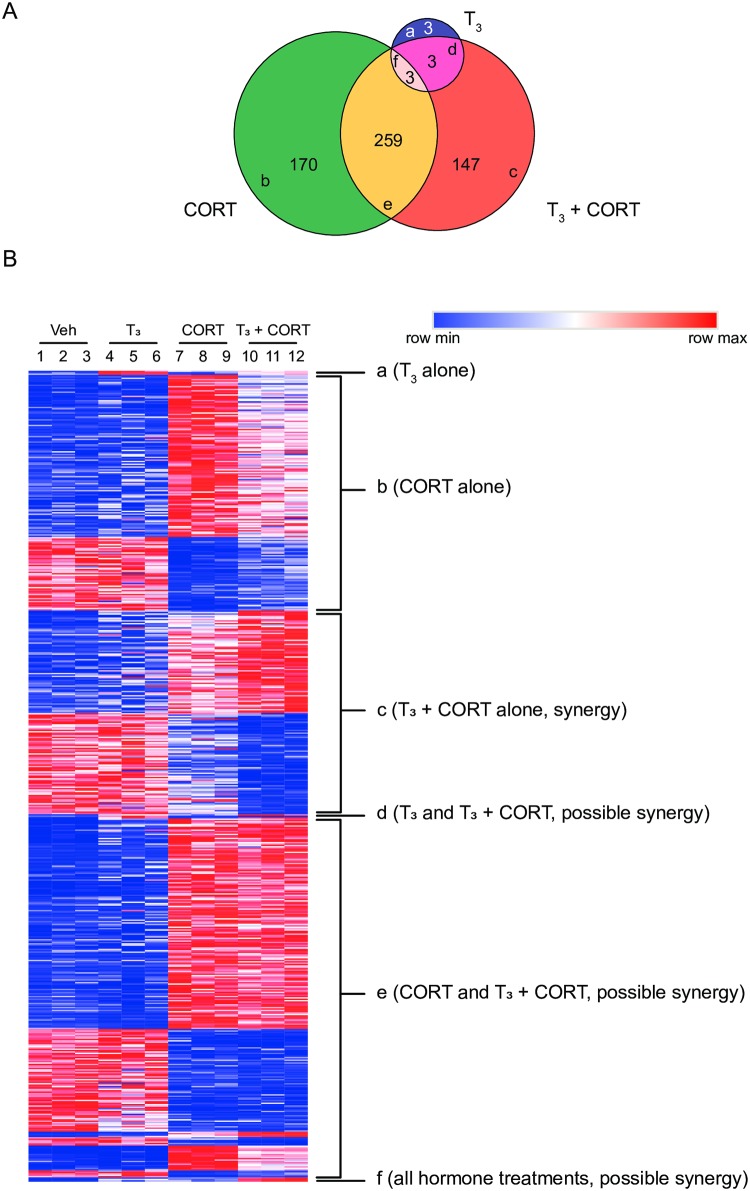
Number of genes and expression patterns of genes regulated by T_3_, CORT, and T_3_ + CORT. **(A)** A three-way Venn diagram comparing overlaps of genes differentially expressed in T_3_, CORT, and T_3_ + CORT based on a 1.5 fold-change (FC) and *P*<0.02 segregates the genes into 6 regions corresponding to different patterns of gene regulation (a-f). **(B)** Heatmap showing the relative expression of genes called as differentially regulated in T_3_, CORT, and T_3_ + CORT corresponding to sections a-f of the Venn diagram.

**Table 1:** Summary of expression patterns of different gene sets.

Code	Description
A1	Differentially expressed in T_3_, CORT abolishes T_3_ response
B1, B2	Differentially expressed in CORT, T_3_ abolishes CORT response
C1, C2	Differentially expressed in T_3_ + CORT combined treatment only
D1, D2, D3	Differentially expressed in T_3_ and T_3_ + CORT
E1, E2	Differentially expressed in CORT, T_3_ treatment does not affect CORT response
E3, E4	Differentially expressed in CORT, T_3_ treatment enhances CORT response
E5, E6	Differentially expressed in CORT, T_3_ treatment suppresses CORT response
F1	Differentially expressed in all treatments

### Genes regulated by T_3_ alone

Treatment with T_3_ changed the mRNA level of 9 genes, and of these, 3 were also found in the CORT, and 3 in the T_3_ + CORT groups (Fig 1A). 

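T3 alone raised *Klf9*: this Krüppel-like transcription factor, a known direct target of thyroid hormone and glucocorticoid receptors (probe ILMN_1254031), had 3.08 times its vehicle signal on T3 (log2 fold change 1.62, standard error 0.09, adjusted p = 1.2e-08). *Cyb561*, which encodes a transmembrane electron-transfer protein of secretory vesicles, lay below the limit of detection on every vehicle array and reached at least 2.02 times that limit on T3 (n = 3 arrays). *2310051E17Rik*, a transcript of no assigned function, rose by a log2 fold change of 1.13 (standard error 0.15, adjusted p = 0.0018), and *Trp53inp2*, a regulator of autophagy, by 0.57 (standard error 0.09, adjusted p = 0.0076). Among 10 tested thyroid hormone target genes from a list of 40, 2 rose and none fell (3 rose adjusted over the list alone), and as a group they were higher on T3 (adjusted p = 4.5e-12 from camera, adjusted p = 0.0010 with an estimated correlation). The other 8 did not pass the test, and *Klf9* and *Dbp* were the members that did. Both are in the paper's own T3 list from these arrays, so this group test is not independent of that list. The T3 receptor gene *Thra* had a mean vehicle signal of 87.7, next to the limit of detection, and *Thrb* and the glucocorticoid receptor gene *Nr3c1* lay below it, with mean signals of 51.6 and 82.5. The paper cites functional receptors for both hormones in HT-22 cells and reports their ChIP signal at *Cyb561*. Low signals at these probes are thus no evidence that the receptors are absent. Both T3-lowered probes at an adjusted p under 0.05 carry no gene symbol, with log2 fold changes of -0.53 and -0.51.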

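*Ppm1h*, a protein phosphatase gene, *Npr3*, the clearance receptor for natriuretic peptides, and *Cdon*, a cell surface receptor gene, were each higher on T3 than on vehicle. Their log2 fold changes were 0.79 for *Ppm1h* (probe annotated as *C030002B11Rik*, standard error 0.08, adjusted p = 8.1e-05), 0.67 for *Npr3* (standard error 0.10, adjusted p = 0.0048) and 0.59 for *Cdon* (standard error 0.09, adjusted p = 0.0051). With CORT present all 3 remained above vehicle, by 0.57 for *Ppm1h* (adjusted p = 1.7e-04), 0.37 for *Npr3* (adjusted p = 0.014) and 0.31 for *Cdon* (adjusted p = 0.018), under the 1.5-fold threshold. The effect of T3 in the presence of CORT, from T3+CORT against CORT, was 0.65 for *Cdon* (standard error 0.09, adjusted p = 9.4e-04) and 0.47 for *Npr3* (standard error 0.10, adjusted p = 0.036); for *Ppm1h* it was 0.23, with an adjusted p of 0.36. CORT alone moved *Cdon* the other way, with a log2 fold change of -0.34 (adjusted p = 0.012), and *Ppm1h* upward by 0.34 (adjusted p = 0.0073). In the paper's RTqPCR *Ppm1h* had a mean on CORT below that on vehicle. The difference between the T3 effects with and without CORT was -0.57 for *Ppm1h* (adjusted p = 0.086), -0.20 for *Npr3* (adjusted p = 0.90) and 0.06 for *Cdon* (adjusted p = 0.98), and it passed for none of them. Section a held 4 probes here, these 3 and a *Ddx6* probe that was lower on T3, with a log2 fold change of -0.75, named after its value was seen. The count was 8, 10 and 12 without vehicle replicate 3, T3 replicate 2 and T3 replicate 3, and 11 with normexp at an offset of 16.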

The three genes in section a (Fig 1A, section a, Table D in S1 File) are responsive to T_3_, but CORT treatment appears to abolish the T_3_ response.

### Genes regulated by CORT alone

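CORT raised genes that glucocorticoids are known to induce and lowered immediate early genes. Some members of the lists below, such as *Pdk4*, *Per1* and *Egr1*, had been seen in the paper's tables of these arrays before the lists were written. Their direction is not independent evidence. Of 34 tested glucocorticoid-induced genes, 20 rose and 2 fell (21 and 2 adjusted over the list alone; adjusted p = 1.5e-15 from camera, adjusted p = 1.9e-04 with an estimated correlation). Among them were *Dusp1*, a phosphatase of MAP kinases (log2 fold change 1.60), *Fkbp5*, a co-chaperone of the glucocorticoid receptor (1.42), and *Mt2*, a metallothionein (1.76). Circadian clock genes rose in 7 of 14 tested members and fell in 2 (8 and 2 adjusted over the list alone; adjusted p = 4.0e-05 from camera, adjusted p = 0.029 with an estimated correlation), with *Per1* at 2.21 and *Per2* at 2.07. Immediate early and growth factor response genes fell in 12 of 24 tested members and rose in 1 (15 and 1 adjusted over the list alone; adjusted p = 8.5e-07 from camera, adjusted p = 0.0030 with an estimated correlation), with *Egr1*, a zinc finger transcription factor, at -1.55. Of 27 tested inflammatory mediators 7 fell, among them the adhesion molecule gene *Vcam1* (-0.82) and the chemokine genes *Ccl2* (-0.69) and *Cxcl1* (-0.68), and 2 rose, the same counts adjusted over the list alone; their shift as a group passed in only one form of the test (adjusted p = 0.017 from camera, adjusted p = 0.079 with an estimated correlation). Amino acid transport and ATF4 target genes had 7 members that rose and 1 that fell of 29, and did not pass as a group (adjusted p = 0.26 from camera, adjusted p = 0.32 with an estimated correlation). The signal of the 18S ribosomal RNA probe *Rn18s* was also higher on CORT, at a mean of 16828 against 4560.4 on vehicle, and that of the U6 small nuclear RNA probe *Rnu6* was lower by 1.22 on the log2 scale. Whether these 2 signals follow the levels of the RNAs or the preparation of the samples was not tested.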

Treatment with CORT changed the mRNA levels of 432 genes, and of these, 170 genes were regulated only by CORT (Fig 1A, section b). That is, of the 432 genes regulated by CORT alone, the CORT response of 170 of these genes is abolished in the presence of T_3_ (Table E in S1 File), since these genes were not found in the T_3_ + CORT treatment. 

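Genes of section b passed the study's thresholds on CORT and not on T3+CORT, and some of them had a smaller response when T3 was present. *Il1rl1*, the receptor for interleukin-33, had a signal (probe ILMN_2757617) of 596 ± 38.4 on vehicle, 1149 ± 95.8 on CORT and 656 ± 19.0 on T3+CORT (SD, n = 3 arrays), and the difference between T3+CORT and CORT was -0.81 on the log2 scale (standard error 0.09, adjusted p = 3.3e-04). *Gas7*, a growth arrest-specific gene of neuronal cells, was 0.81 above vehicle on CORT (standard error 0.12, adjusted p = 1.3e-04) and -0.06 against vehicle on T3+CORT (adjusted p = 0.74), and its 2 other probes fell from CORT to T3+CORT but stayed at 0.31 (adjusted p = 0.061) and 0.51 (adjusted p = 6.1e-04) against vehicle. *Col6a2*, a collagen VI chain, fell from CORT to T3+CORT by 0.58 on the log2 scale, and *Srf*, the serum response factor that CORT lowered, rose by 0.46 (standard error 0.09, adjusted p = 0.019). Section b held 164 probes at the study's thresholds (111 raised and 53 lowered by CORT). Of these, 60 differed between T3+CORT and CORT at an unadjusted p under 0.02. All 60 had the smaller response when T3 was present, a direction that the choice of the section favours. Adjusted over the list alone 55 passed, which is not independent evidence since the section was chosen on these arrays, and 17 passed adjusted over all probes. On T3+CORT 139 of the 164 still differed from vehicle at an adjusted p under 0.05, and the median absolute log2 fold change was 0.66 on CORT and 0.48 on T3+CORT. Over the 425 probes that CORT changed by at least 1.5-fold at an adjusted p under 0.05, the slope of the CORT response measured with T3 present on that measured without T3 was 0.826, and 0.881 over 463 probes when the selection and the axes were exchanged, where a slope under 1 would mean the smaller response without T3. Selecting probes on 1 axis lowers both slopes: in 100 simulated sets where T3 adds nothing, examined after the slopes were seen, the first had a median of 0.927 (0.828 to 1.01; 0 as low as the real one) and the second 0.924 (20 as low), and the first lay as far below the second in 9, so the slopes alone do not settle whether T3 lessens the CORT response. With the methods' t-test 35 section b probes differed between T3+CORT and CORT.

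**Figure D1:**
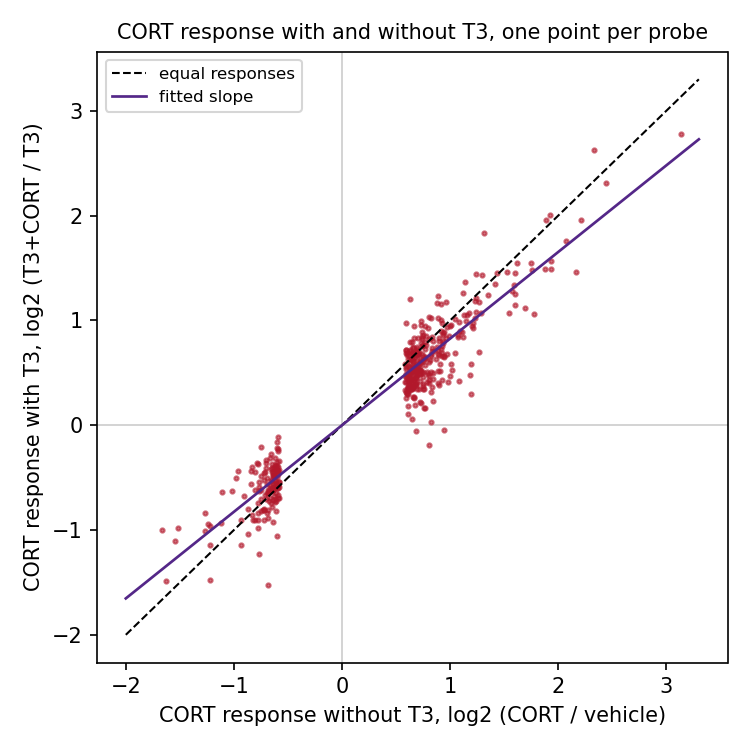
Each point is 1 of the 425 probes that CORT changed, with the log2 ratio of CORT to vehicle on the horizontal axis and that of T3+CORT to T3, which shares no array with it, on the vertical axis. The dashed line marks equal responses and the solid line the fitted slope of 0.826.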

Heat maps of these 170 genes are shown in Fig 1B (section b), where 117 genes were induced and 53 genes repressed.

### Genes regulated by T_3_ + CORT

There were 412 genes differentially expressed in response to combined T_3_ + CORT treatment. Of these, 147 were responsive only to combined hormone treatment (Fig 1A, section c, Table F in S1 File), and therefore fulfill the first definition of synergistic regulation. 

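In the cells that received both hormones, glucocorticoid-induced genes rose and immediate early genes and inflammatory mediators fell. Members of these lists that had been seen in the paper's tables, *Map3k6* and *Ccl7* among them, are not independent here either. Of 34 tested glucocorticoid-induced genes 18 rose and 3 fell, the same counts adjusted over the list alone (adjusted p = 1.1e-12 from camera, adjusted p = 4.2e-04 with an estimated correlation); *Map3k6*, a MAP kinase kinase kinase gene, had a log2 fold change of 1.63, and *Sesn1*, a stress-inducible sestrin gene outside that list, 1.47. Immediate early and growth factor response genes fell in 15 of 24 members and rose in 1 (16 and 1 adjusted over the list alone; adjusted p = 1.2e-06 from camera, adjusted p = 0.0033 with an estimated correlation), among them *Ier3* at -0.61 and *Dusp4*, another phosphatase of MAP kinases, at -0.74. Of 27 tested inflammatory mediators 11 fell and 2 rose (11 and 3 adjusted over the list alone; adjusted p = 9.3e-04 from camera, adjusted p = 0.025 with an estimated correlation), with *Relb*, an NF-kappaB subunit, at -0.64 and the acute-phase gene *Saa3* at 0.81. Actin cytoskeleton, SRF and YAP target genes fell in 10 of 35 members and rose in 5 (11 and 5 adjusted over the list alone), with *Tpm4*, a tropomyosin gene, at -0.55 and *Edn1*, which encodes an endothelin, at 0.87; the shift of this group passed in only one form of the test (adjusted p = 0.047 from camera, adjusted p = 0.12 with an estimated correlation). Against CORT alone, 99 probes differed in the T3+CORT cells at an adjusted p under 0.05, 25 higher and 74 lower, and against T3 alone 3961 differed, 2323 with only the groups compared in the fit and 4 with the methods' t-test. The count against CORT was 43 to 53 without any 1 CORT array, 42 to 57 without any 1 T3+CORT array, 179 without T3 replicate 2 and 224 with array weights, and it was 0 with the methods' t-test, by which 1326 probes had an unadjusted p under 0.05.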

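Some genes of section c stayed near their vehicle level on either hormone alone and moved only in the cells given both, and others already moved part of the way on CORT. *Aqp5*, a water channel gene (probe ILMN_3115472), had a signal of 947 ± 70.9 on vehicle, 869 ± 28.8 on T3, 949 ± 45.7 on CORT and 571 ± 11.4 on T3+CORT (SD, n = 3 arrays), and from CORT to T3+CORT it changed by -0.73 on the log2 scale (standard error 0.08, adjusted p = 2.3e-04). *Sox9*, a transcription factor of chondrocytes and neural progenitors that lies on chromosome 11 of the Mm10 assembly from 112782210 to 112787757, fell from 3706 on CORT to 2422 on T3+CORT (log2 fold change -0.61, standard error 0.09, adjusted p = 0.0012). *Mcm4*, a subunit of the replicative helicase, rose on T3+CORT by 0.72 and on CORT by 0.57 (adjusted p = 0.0030), at a probe that did not pass between T3+CORT and CORT (adjusted p = 0.80). Section c held 147 probes, 77 raised and 70 lowered by T3+CORT. Of these, 41 differed between T3+CORT and CORT at an unadjusted p under 0.02. All 41 had the larger response on T3+CORT, a direction that the choice of the section favours. Adjusted over the list alone, a list chosen on these arrays and so not independent evidence, 36 passed, and 17 passed adjusted over all probes. On CORT alone 122 of the 147 already differed from vehicle at an adjusted p under 0.05, below the 1.5-fold threshold. With the methods' t-test 24 of the section c probes differed between T3+CORT and CORT. From the absence of these genes from its lists for either hormone alone, the paper concludes that they meet its first definition of synergistic regulation.

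**Figure D2:**
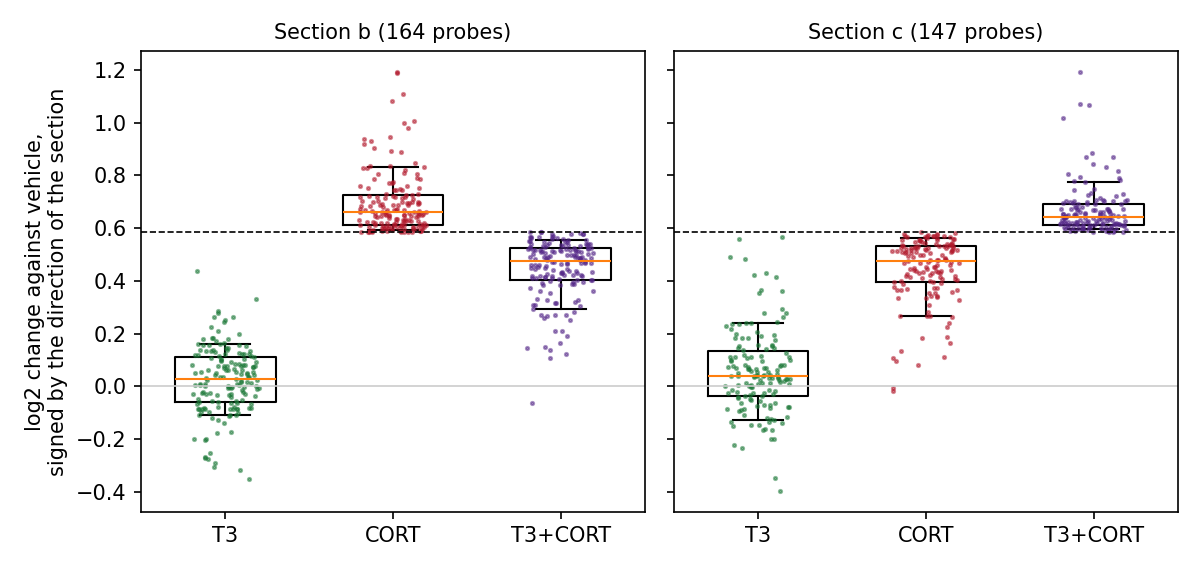
Log2 change against vehicle on T3, CORT and T3+CORT for each probe of section b (164 probes) and section c (147 probes), signed by the direction of the section. Boxes show the quartiles with the median and the dashed line the 1.5-fold threshold; the median on CORT is 0.48 in section c.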

Among the 147 synergistically regulated genes, 74 were induced and 73 were repressed. As can be seen in the heatmap (Fig 1B, section c), the magnitude of increase (red) or decrease (blue) in gene expression of the synergistically regulated genes across treatments is more pronounced with combined hormone treatment than with T_3_ or CORT alone.

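The responses of section c genes were larger with both hormones than with CORT, while T3 alone moved few of them. *Errfi1*, a feedback inhibitor of the EGF receptor, rose by a log2 fold change of 0.54 on CORT (standard error 0.09, adjusted p = 7.4e-04) and of 1.07 on T3+CORT (standard error 0.09, adjusted p = 7.2e-07), and its T3 value was 0.26 (adjusted p = 0.75). In the paper's RTqPCR *Errfi1* was induced on both CORT and T3+CORT, with a mean on T3+CORT only slightly above that on CORT. *Angptl4*, an inhibitor of lipoprotein lipase, fell on CORT, with a log2 fold change of -0.47 (standard error 0.09, adjusted p = 0.0016), and further on T3+CORT, with -1.07 (standard error 0.09, adjusted p = 4.1e-07). *Timp3*, an inhibitor of metalloproteinases, went from 2626 ± 98.9 on vehicle and 1966 ± 41.7 on CORT to 1467 ± 93.3 on T3+CORT (SD, n = 3 arrays). *E230024B12Rik* was the section c probe with the largest rise from CORT to T3+CORT, a log2 fold change of 0.92 (standard error 0.09, adjusted p = 7.1e-05), and it was also higher on T3 than on vehicle, by 0.57 (adjusted p = 0.014). Over the section, the median absolute log2 fold change was 0.64 on T3+CORT, and 145 of the 147 probes went the same way on CORT. A section chosen for passing a threshold on T3+CORT and missing it on CORT favours larger values on T3+CORT, so these medians are not independent evidence of the difference.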

Genes which were called as differentially expressed in more than one hormone-treatment fall in the intersections of the Venn diagram. Genes appearing in these intersections may be considered synergistically regulated by T_3_ and CORT if the T_3_ + CORT signal is significantly greater than the computed additive effect of T_3_ and CORT array signal.

Results showed three genes (*Tas1r1*, *Dbp*, *Spon2*) that were differentially expressed in both the T_3_ and the T_3_ + CORT treatments, but not with CORT treatment alone (Fig 1A, section d). Two of these genes (*Dbp* and *Spon2*) showed statistically significant differences between the T_3_ alone and the T_3_ + CORT treatments (Table G in S1 File). *Dbp* expression was induced in response to T_3_, and this effect was enhanced by combined hormone treatment but was not synergistic (Fig 2, D1). 

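On the arrays *Dbp*, a clock-controlled transcription factor gene on chromosome 7 of the Mm10 assembly from 45705100 to 45710203, rose in steps from vehicle to CORT, T3 and both hormones. Its signal (probe ILMN_2616226) was 462 ± 14.9 on vehicle, 692 ± 65.1 on CORT, 828 ± 67.0 on T3 and 1163 ± 126 on T3+CORT (SD, n = 3 arrays). The log2 fold change against vehicle was 0.84 on T3 (standard error 0.10, adjusted p = 5.2e-04), 0.58 on CORT (standard error 0.10, adjusted p = 7.3e-04) and 1.33 on T3+CORT (standard error 0.10, adjusted p = 9.0e-08). *Dbp* was higher on T3+CORT than on T3 by 0.49 (standard error 0.10, adjusted p = 0.0025) and higher than on CORT by 0.75 (standard error 0.10, adjusted p = 8.7e-04). The T3+CORT signal lay below the sum of its T3 and CORT signals, and on the log2 scale the interaction of the hormones was -0.09 (standard error 0.14, adjusted p = 0.96). In the paper's RTqPCR *Dbp* had a mean on CORT below that on vehicle.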

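*Spon2* encodes spondin 2, a secreted protein of the extracellular matrix, and lies on chromosome 5 of the Mm10 assembly from 33213518 to 33218254. T3 raised it and both hormones together lowered it: its signal (probe ILMN_1229547) was 2724 ± 182 on vehicle, 5245 ± 737 on T3, 2211 ± 54.6 on CORT and 1808 ± 83.5 on T3+CORT (SD, n = 3 arrays). Against vehicle the log2 fold change was 0.94 on T3 (standard error 0.09, adjusted p = 4.1e-05), -0.30 on CORT (standard error 0.09, adjusted p = 0.028) and -0.59 on T3+CORT (standard error 0.09, adjusted p = 2.9e-04). The T3+CORT cells had less *Spon2* than the T3 cells, with a log2 fold change of -1.53 (standard error 0.09, adjusted p = 8.2e-09), and their difference from the CORT cells did not pass (-0.29, adjusted p = 0.26). The interaction of both hormones, the change in the T3 effect when CORT is present, was -1.23 for *Spon2* (standard error 0.13, adjusted p = 5.0e-04), the largest of 20 probes past that test, all of which lay below 0. The number past that test was 2 to 7 without any 1 vehicle array, 2 to 11 without any 1 CORT array, 3 to 7 without any 1 T3+CORT array, 59 with array weights (3 above 0 and 56 below) and 0 with the methods' t-test, by which 884 probes had an unadjusted p under 0.05.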

Interestingly, *Spon2* expression was increased by T_3_, but was decreased by combined hormone treatment (Fig 2, D2). In contrast, *Tas1r1* was shown to be induced by T_3_ and this effect persisted even in the presence of CORT (Fig 2, D3, Table H in S1 File).

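*Tas1r1*, a subunit of the umami taste receptor on chromosome 4 of the Mm10 assembly from 152027914 to 152038490, rose on T3 with and without CORT. Its signal (probe ILMN_1220280) was 94.3 ± 9.36 on vehicle, 122 ± 7.67 on CORT and 301 ± 22.5 on T3+CORT (SD, n = 3 arrays), and the vehicle value is close to the limit of detection. The log2 fold change against vehicle was 1.41 on T3 (standard error 0.11, adjusted p = 2.3e-06) and 1.68 on T3+CORT (standard error 0.11, adjusted p = 1.9e-08), and with CORT as the reference the T3 effect was 1.31 (standard error 0.11, adjusted p = 7.6e-06). CORT alone raised *Tas1r1* by 0.37 (adjusted p = 0.027), under the 1.5-fold threshold. Between T3+CORT and T3 the difference was 0.26 (adjusted p = 0.098), and the interaction was -0.11 (adjusted p = 0.96); neither passed the test.

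**Figure D3:**
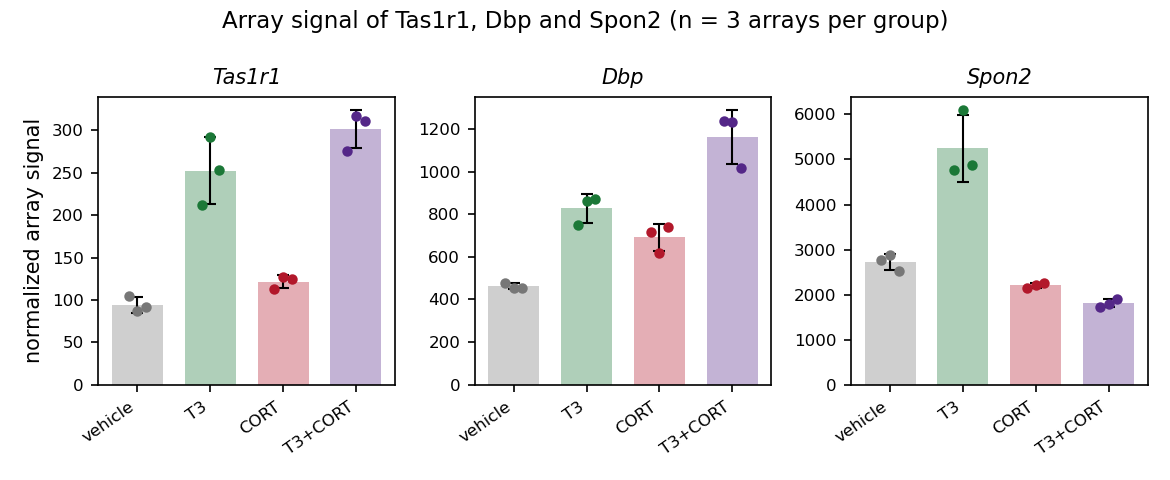
Normalized array signal of *Tas1r1*, *Dbp* and *Spon2* on vehicle, T3, CORT and T3+CORT, with points for the 3 arrays, bars for the mean and error bars for the SD. The mean *Tas1r1* signal on T3+CORT is 301.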

**Fig 2:**
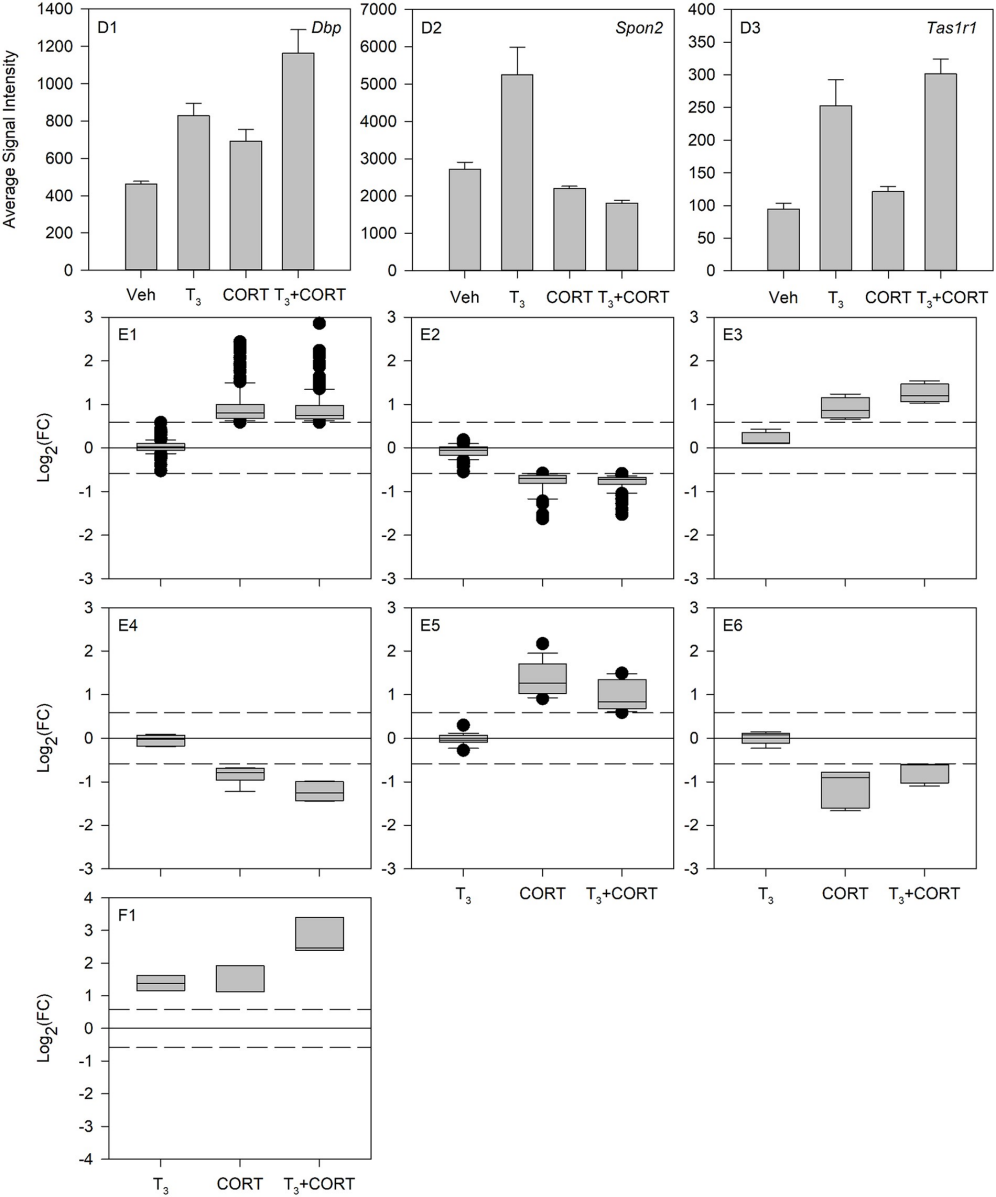
Generalized expression patterns of genes differentially expressed in more than one hormone treatment. Bar plots and box plots were created to represent the different regulation patterns of genes differentially expressed in T_3_ and T_3_ + CORT (D1-3), CORT and T_3_ + CORT (E1-6), and T_3_, CORT, and T_3_ + CORT (F1). For D1-3, gene expression is plotted in mean array signal value ± standard deviation per hormone treatment (Vehicle, T_3_, CORT, and T_3_+CORT). For E1-6 and F1, the Log_2_ of the fold-change value per gene was plotted in box plots. The box plots show the median, 10^th^, 25^th^, 75^th^, and 90^th^ percentile as vertical boxes with error bars. Black circles represent outliers in the data set. The dashed lines represent the Log_2_ of 1.5 fold-change cut-off for differential expression.

There were 259 genes that were differentially expressed in both the CORT and the T_3_ + CORT treatments, but not with T_3_ alone (Fig 1A, section e). Of these, 226 genes showed CORT response levels similar to that observed in the T_3_ + CORT treatment, indicating that the expression of these genes was only influenced by CORT (Fig 2, E1-2; Table 1: E1-2; Table I in S1 File). 

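Most genes that passed both with CORT and with T3+CORT had about the same response in both. *Sgk1*, a kinase that regulates sodium transport, had a log2 fold change of 0.94 on CORT and 0.94 on T3+CORT. *Fgf7*, a fibroblast growth factor gene, fell by 0.94 on the log2 scale on CORT and by 1.09 on T3+CORT, and *Inhba*, an activin subunit, by 0.94 and 0.72. *Lcn2*, which encodes a lipocalin, went from 284 ± 9.30 on vehicle to 1062 ± 238 on CORT and 801 ± 33.9 on T3+CORT (SD, n = 3 arrays), with a difference between CORT and T3+CORT of -0.38 (adjusted p = 0.28). Section e held 258 probes, 172 raised and 86 lowered. Of these 219 had an unadjusted p of 0.02 or more between T3+CORT and CORT, with a median difference over the section of -0.02 on the log2 scale in the direction of the CORT response. The CORT and T3+CORT responses were correlated across all tested probes (r = 0.873), where the shared vehicle arrays alone would give 0.499, and genes are not independent replicates.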

Thirty three of the 259 genes exhibited expression levels that were significantly different between the CORT alone and the T_3_ + CORT treatments. Of these 33 genes, T_3_ enhanced the effect of CORT (increase or decrease) on the expression of 10 genes (Fig 2, E3-4, Table 1: E3-4, Table J in S1 File), and 3 of these 10 showed synergy (Table K in S1 File). 

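*Ear3*, an eosinophil-associated ribonuclease gene, rose on CORT and further with T3, and *Lims2*, a LIM domain gene of focal adhesions, rose on CORT and on T3+CORT. The *Ear3* signal (probe ILMN_2524986) was 65.3 ± 2.72 on vehicle, below the limit of detection, 163 ± 23.4 on CORT and 248 ± 33.1 on T3+CORT (SD, n = 3 arrays), at least 2.83-fold above that limit with both hormones. From CORT to T3+CORT *Ear3* rose by a log2 fold change of 0.60 (standard error 0.11, adjusted p = 0.013), and *Lims2*, at its brightest probe, was 0.30 apart (adjusted p = 0.28), a difference that passed at none of its 3 probes. *Ccl7*, a chemokine gene, fell by 0.69 on the log2 scale on CORT and by 1.44 on T3+CORT, a log2 fold change of -0.75 between them (standard error 0.10, adjusted p = 8.7e-04). In section e 12 probes had the larger response on T3+CORT at an unadjusted p under 0.02, 19 without T3 replicate 2 or with only the groups compared in the fit, and 7 with the methods' t-test or at the stricter limit. The second definition of synergy asks for a T3+CORT signal above the sum of the T3 and CORT signals by over 1 SD. A one-sided p under 0.02 from the methods' t-test was also required here, a side and limit that the paper does not state. None of the section e probes passed, and for *Ear3* the sum of the T3 and CORT signals was 233. Against the sum of the increases over vehicle, 4 probes of section e passed, 1 each for *Ear3* and *Ear4* and 2 for *Lims2*.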

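*Plin4*, a lipid droplet perilipin gene on chromosome 17 of the Mm10 assembly from 56100587 to 56109948, *Sphk1*, a sphingosine kinase gene, and *Fam107a*, an actin-associated stress gene, rose less on T3+CORT than on CORT. The *Plin4* signal (probe annotated as *S3-12*) was 148 ± 5.86 on vehicle, 665 ± 33.7 on CORT and 416 ± 31.9 on T3+CORT (SD, n = 3 arrays), and the log2 fold change from CORT to T3+CORT was -0.68 (standard error 0.09, adjusted p = 0.0011). *Sphk1* differed by -0.51 (adjusted p = 0.0049) and *Fam107a* by -0.45 (adjusted p = 0.036). Among genes that CORT lowered, *Cyr61*, a matricellular protein gene, had a signal of 1027 on vehicle, 324 on CORT and 529 on T3+CORT, with a difference of 0.71 between CORT and T3+CORT on the log2 scale (standard error 0.14, adjusted p = 0.033); at its 2 other probes the difference was 0.50 (adjusted p = 0.25) and 0.53 (adjusted p = 0.080). In the paper's RTqPCR the *Cyr61* mean went the other way, lower on T3+CORT than on CORT. *Egr1* was higher on T3+CORT than on CORT by 0.45 (standard error 0.10, adjusted p = 0.0498). In section e 27 probes had the smaller response on T3+CORT at an unadjusted p under 0.02; over both directions 33 probes of the section passed adjusted over the list alone, which is not independent evidence for a section chosen on these arrays, and 12 adjusted over all probes. With the methods' t-test 15 had the smaller response.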

For the remaining 23 genes, T_3_ suppressed the CORT response in combined hormone treatment when compared to CORT treatment alone (Fig 2, E5-6; Table 1 E5-6; Table L in S1 File).

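*Cyb561*, *Klf9* and *2310051E17Rik* rose on T3, on CORT and most on both hormones. *Cyb561* lies on chromosome 11 of the Mm10 assembly from 105933702 to 105945019 and its signal (probe ILMN_1232601) went from 67.5 ± 0.379 on vehicle to 255 ± 12.3 on CORT and 710.1 ± 84.5 on T3+CORT (SD, n = 3 arrays), at least 2.93-fold and at least 8.13-fold above the limit of detection. *Klf9*, on chromosome 19 of the Mm10 assembly from 23141226 to 23168129, went from 908 ± 47.7 on vehicle to 2804 ± 205 on T3, 1975 ± 148 on CORT and 5012 ± 368 on T3+CORT (SD, n = 3 arrays). The signal of *2310051E17Rik* (probe ILMN_2430906) was 144 ± 7.64 on vehicle, 322 ± 76.5 on T3, 315 ± 51.0 on CORT and 755 ± 65.4 on T3+CORT (SD, n = 3 arrays). Against vehicle, the log2 fold change of *Klf9* was 1.12 on CORT (standard error 0.09, adjusted p = 1.2e-07) and 2.46 on T3+CORT (standard error 0.09, adjusted p = 5.8e-12), and that of *2310051E17Rik* 1.12 (standard error 0.15, adjusted p = 6.7e-05) and 2.39 (standard error 0.15, adjusted p = 1.1e-08). With CORT as the reference, T3+CORT raised *Cyb561* by 1.47 (standard error 0.09, adjusted p = 1.3e-07) and *Klf9* by 1.34 (standard error 0.09, adjusted p = 1.3e-07).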

Three genes were found to have increased expression in all three hormone treatment groups (*Cyb561*, *Klf9*, *2310051E17Rik*; Fig 1A, section f; Table M in S1 File). Furthermore, these three genes were the top three most synergistically induced genes. 

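For *Cyb561* the signal with both hormones exceeded the sum of the signals with each hormone. The sum was 432, and the excess of 278 (standard error 49.7) met the study's criterion by the methods' t-test. For *2310051E17Rik* the T3+CORT signal was over 1 SD above the sum of 636, but the excess of 118 (standard error 65.1) did not meet it. For *Klf9* the T3+CORT signal was less than 1 SD above the sum of 4778, an excess of 233 (standard error 258). Of the 264 probes in the intersections of the Venn diagram, 1, that of *Cyb561*, passed both this test and the 1 SD criterion, and none did without T3+CORT replicate 1, without T3+CORT replicate 2 or with the stricter limit of detection. Measured against the sum of the increases over vehicle, all 3 genes passed, among 7 probes that did (excess 346 (standard error 49.7) for *Cyb561*, 262 (standard error 65.3) for *2310051E17Rik* and 1142 (standard error 259) for *Klf9*). On the log2 scale, where the comparison is with a product of the fold changes, the interaction was 0.14 for *2310051E17Rik* (adjusted p = 0.96) and -0.28 for *Klf9* (adjusted p = 0.74); that of *Cyb561* is not determined because its vehicle arrays lie below the limit of detection.

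**Figure D4:**
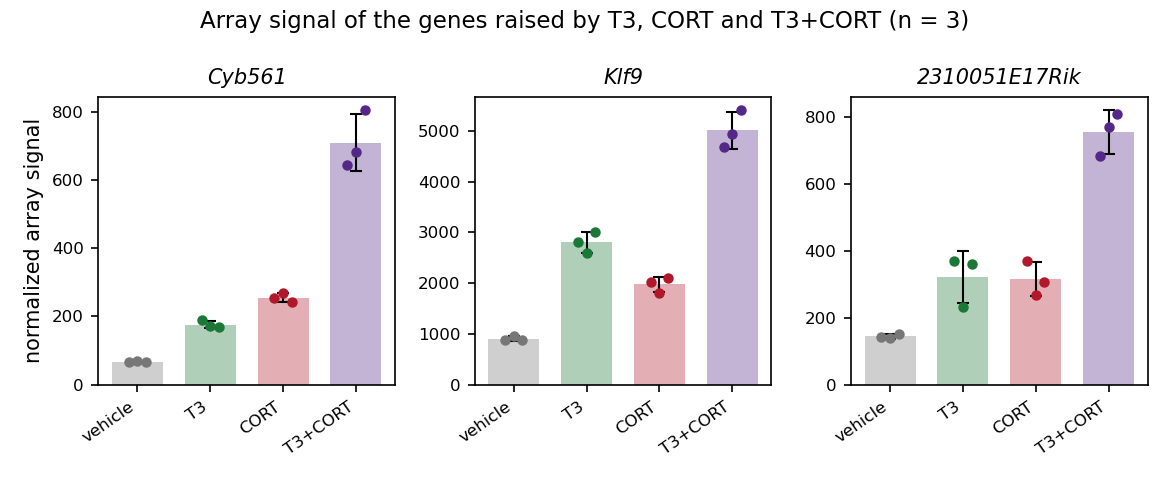
Normalized array signal of *Cyb561*, *Klf9* and *2310051E17Rik* on vehicle, T3, CORT and T3+CORT, with points for the 3 arrays, bars for the mean and error bars for the SD. The *Cyb561* bar for both hormones stands at 710.1.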

In total, there were 80 synergistically induced (Table 2; S1 Fig) and 73 synergistically repressed (Table 3; S1 Fig) genes identified in the dataset (Table K in S1 File).

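By both definitions taken together, 78 probes were synergistically raised and 70 synergistically lowered at the study's thresholds, and 111 and 128 with normexp at an offset of 16. Among the raised ones, *B430216N15Rik* lay below the limit of detection on every vehicle array and reached at least 1.84 times that limit on T3+CORT. *Lbr*, the lamin B receptor, rose on T3+CORT by a log2 fold change of 0.88 (standard error 0.13, adjusted p = 1.9e-04) and *Sh3rf1*, a scaffold gene of JNK signalling, by 0.79 (standard error 0.11, adjusted p = 1.5e-04). CORT alone raised *Lbr* by 0.54 (adjusted p = 0.0071) and *Sh3rf1* by 0.57 (adjusted p = 0.0021), under 1.5-fold. Among the lowered ones, *Zfhx3*, a homeobox transcription factor gene, had -0.87 (standard error 0.13, adjusted p = 2.2e-04) and *Lbh*, a transcription cofactor gene, -0.72 (standard error 0.09, adjusted p = 6.9e-05). *Plat*, which encodes tissue plasminogen activator, was -0.70 on T3+CORT (adjusted p = 3.8e-04) and -0.43 on CORT (adjusted p = 0.013). Of 152 probes tested from the paper's own list of synergistically regulated genes, 48 differed between T3+CORT and CORT at an unadjusted p under 0.02 and 21 adjusted over all probes, and 126 already differed between CORT and vehicle at an adjusted p under 0.05.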

**Table 2:** Top 20 genes synergistically induced by T_3_ + CORT.

SYMBOL	T_3_ Fold Change	CORT Fold Change	T_3_ + CORT Fold Change
*Cyb561*	2.61	3.78	10.52
*Klf9*	3.09	2.17	5.52
*Ear3*	1.06	2.50	3.79
*Lims2*	1.08	2.36	2.91
*E230024B12Rik*	1.48	1.20	2.28
*Errfi1*	1.21	1.46	2.10
*B430216N15Rik*	1.41	1.18	2.02
*Lbr*	1.13	1.46	1.85
*Ubtd2*	1.15	1.43	1.74
*Sh3rf1*	1.02	1.48	1.73
*9626962_3*	1.34	1.46	1.73
*Slc3a2*	1.20	1.48	1.73
*Mcm4*	1.09	1.49	1.65
*Slc38a4*	1.11	1.46	1.65
*1110034A24Rik*	1.03	1.29	1.64
*Gprc5a*	1.37	1.28	1.63
*Psmd2*	0.97	1.42	1.63
*Ss18*	1.06	1.40	1.63
*Rab34*	1.02	1.42	1.62
*BC026590*	0.96	1.47	1.60

**Table 3:** Top 20 genes synergistically repressed by T_3_ + CORT.

SYMBOL	T_3_ Fold Change	CORT Fold Change	T_3_ + CORT Fold Change
*Angptl4*	1.15	0.72	0.48
*Prl2c4*	0.99	0.83	0.55
*Zfhx3*	1.07	0.79	0.55
*Timp3*	1.06	0.75	0.56
*9430052C07Rik*	0.79	0.82	0.56
*Prl2c3*	0.97	0.77	0.57
*Tceal1*	0.83	0.76	0.58
*Actb*	0.93	0.63	0.58
*LOC671878*	0.96	0.70	0.60
*LOC100046616*	0.96	0.95	0.60
*Aqp5*	0.92	1.00	0.60
*Lbh*	1.00	0.83	0.61
*Tmsb4x*	0.99	0.69	0.61
*4933411D12Rik*	1.01	0.72	0.61
*Sox9*	0.95	0.89	0.61
*Tceal1*	0.88	0.70	0.61
*Plat*	1.13	0.74	0.62
*Prl2c2*	1.00	0.91	0.62
*Tomm6*	0.96	0.67	0.62
*Accn2*	1.10	0.74	0.62

### *In silico* analysis of open chromatin marks and transcriptional regulator binding sites

To identify candidate hormone-responsive enhancer elements, and to gain insight into possible transcriptional mechanisms behind the T_3_ + CORT- driven synergistic regulation of genes that we identified, publicly available ChIP-seq and ChAP-seq datasets [57–59], and the BEDOPS tool [61] were used to map previously identified GR and TR binding sites in the flanking regions of the synergistically regulated transcripts. Of the 153 synergistically regulated transcripts, genomic coordinates were retrieved for 110 genes (53 synergistically induced and 57 synergistically repressed genes) on the Mm10 assembly of the mouse genome. The other 43 transcripts for which no genomic coordinates could be retrieved were composed of cDNA clones with no or ambiguous genomic annotation.

The search parameters for mapping analysis on the synergistically regulated genes were set to include the genomic region 50 kb upstream of the transcription start site (TSS) and 50 kb downstream of the transcription termination site (TTS), as well as the gene body itself [24]. Since the presence of a GR or TR peak proximal to open chromatin marks (H3K27Ac) is characteristic of distal regulatory regions [77, 78], we mapped GR and TR peaks within 1 kb of open chromatin as marked by H3K27Ac peaks [60]. Of the 110 synergistically regulated genes, 51.82% (57 out of 110) contained at least one GR or TR peak within 1 kb of an H3K27Ac peak (Fig 3A). Of the 51.82% of synergy genes, 20.90% contained only GR peaks, 14.54% contained only TR peaks, and 16.36% contained both a GR and a TR peak (S7 Table) mapping within 1 kb of the H3K27Ac mark. The presence of a GR or TR peak proximal to MED1 or MED12 peaks indicates a possible chromosomal looping interaction between distal regulatory regions or extragenic regions and the promoter of target genes [79, 80]. *In silico* analysis identified 47.27% (52 out of 110) of synergistically regulated genes (S8 Table) that contained a GR or TR peak within 1 kb of a MED1 or MED12 peak (Fig 3B). Of these 47.27% genes, 18.18% contained only GR peaks, 17.27% contained only TR peaks, and 11.82% contained both a GR and a TR peak. For candidate transcribed, hormone-responsive enhancer elements marked by RNA Pol2 peak [27], we found 28.18% (31 out of 110) of synergistically regulated genes (S9 Table) that contained a GR or TR peak within 1 kb of a Pol2 peak (Fig 3C). Of these 28.18% of synergy genes, 10.91% contained only GR peaks, 8.18% contained only TR peaks, and 9.09% contained both a GR and TR peak.

**Fig 3:**
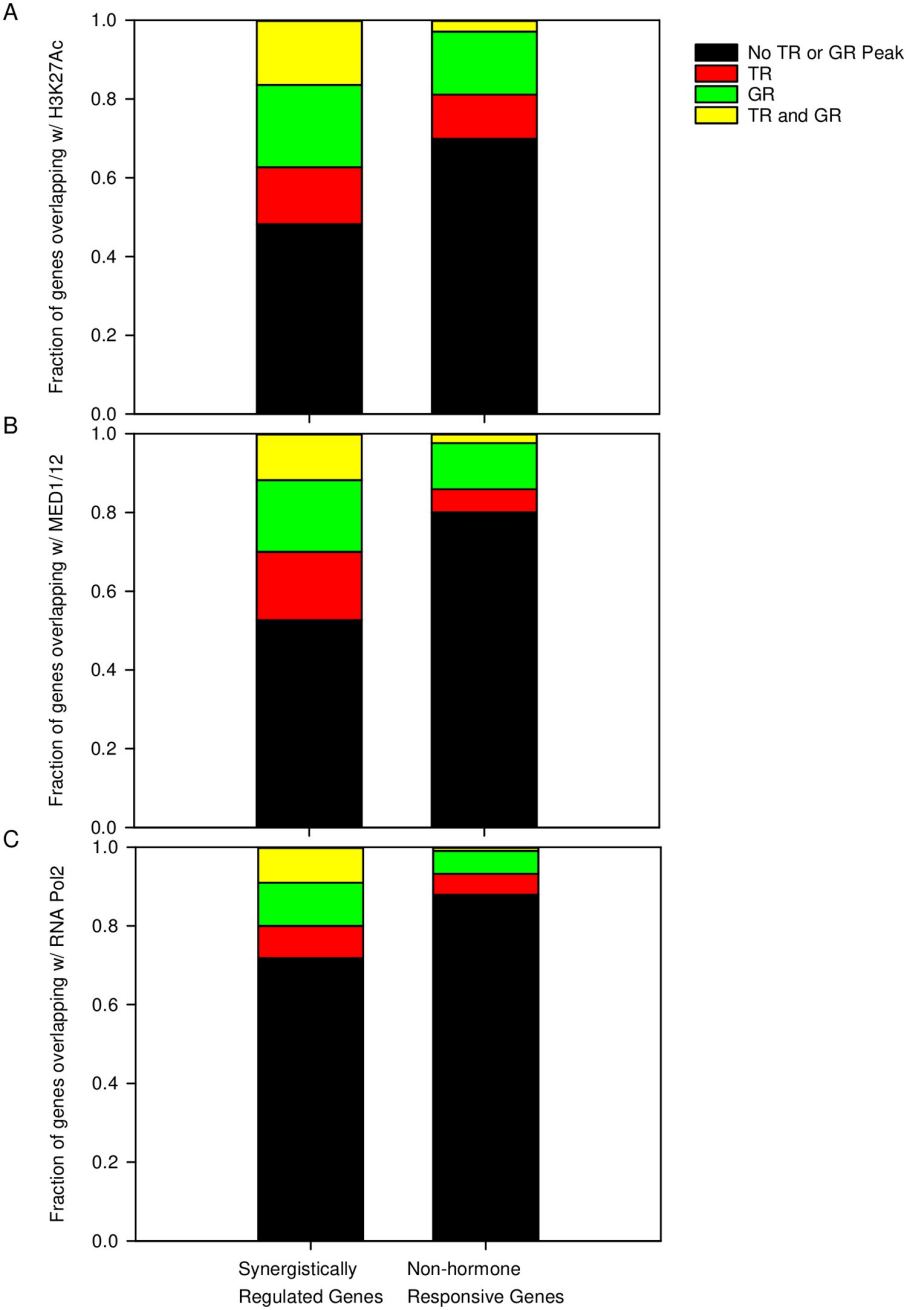
*In silico* analysis of TR and GR binding sites in the synergistically regulated and random, non-hormone regulated genes. Stacked bar charts showing the fraction of genes where TR and GR peaks could be mapped within 1 kb of open chromatin marked by **(A)** H3K27Ac peaks, **(B)** components of the Mediator subunits MED1 and MED12, and **(C)** RNA Pol2 are shown.

As a negative control, the same analysis was done on a random set of 300 transcripts/probe sets which were not called out as differentially expressed in any of the hormone treatments. We retrieved genomic coordinates for 206 out of the 300 transcripts on the Mm 10 assembly. Among the 206 transcripts, 30.1% of the genes (62 out of 206) had at least one TR or GR peak overlapping with an H3K27Ac peak (Fig 3A), 19.9% (41 out of 206) with at least one TR or GR peak overlapping with MED1 or MED12 peaks (Fig 3B), and 12.14% (25 out of 206) with at least one TR or GR peak overlapping with RNA Pol2 (Fig 3C).

Taken together, we found 4 synergistically regulated genes (*Klf9*, *Kdm6b*, *Slc3a2*, *Tob2)* where a GR and TR peak was mapped within 1kb of open chromatin marks (H3K27Ac), MED1/12 peaks, and RNA Pol2 peaks (S2 Fig). 

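On these arrays *Kdm6b*, a demethylase of histone H3 lysine 27, *Slc3a2*, the heavy chain of amino acid transporters, and *Tob2*, an antiproliferative gene, rose on CORT and on T3+CORT. The log2 fold change on T3+CORT was 0.63 for *Kdm6b* (probe annotated as *Jmjd3*, standard error 0.12, adjusted p = 0.0013), 0.77 for *Slc3a2* (standard error 0.14, adjusted p = 1.0e-03) and 0.62 for *Tob2* (standard error 0.11, adjusted p = 0.0010). On CORT the values were 0.36 for *Kdm6b* (adjusted p = 0.035), 0.56 for *Slc3a2* (adjusted p = 0.0094) and 0.52 for *Tob2* (adjusted p = 0.0037). Between T3+CORT and CORT none of them passed, with adjusted p values of 0.51, 0.71 and 0.87. *Dnah2*, an axonemal dynein gene, had a mean signal of 85.2 on vehicle, just below the limit of detection, and 101 on T3+CORT, a log2 fold change of 0.26 that did not pass the test (adjusted p = 0.0503). *Kdm6b* lies on chromosome 11 of the Mm10 assembly from 69398508 to 69420367 and *Dnah2* beside it from 69420807 to 69549108.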

For the *Kdm6b* gene, GR and TR peaks mapped ~5kb upstream of the *Kdm6b* TTS, downstream of the flanking *Dnah2* gene which is not hormone regulated (S2A Fig). For the *Slc3a2* gene, the TR and GR peaks mapped ~3.75 kb downstream of TTS with additional GR peaks mapped within introns (S2B Fig). For the *Tob2* gene, TR and GR peaks mapped to the first exon of the gene (S2C Fig). To investigate the effect of T_3_ on the regulation of CORT responsive genes, we also conducted a similar analysis for the 33 genes where CORT-dependent gene regulation was enhanced or suppressed by T_3_ (Table 1 E3-6; S10–S12 Tables). Among the 33 genes, there were 28 that mapped to genomic coordinates on the Mm10 assembly. Genomic coordinates of representative genes, *Irak2*, *Lrp8*, and *Ccdc134*, with TR or GR peaks mapping within 1 kb of open chromatin marks are shown in S3 Fig. For the *Irak2* gene (S3A Fig), which exhibited CORT- dependent repression reversed by T_3_, TR peaks overlapping with H3K27Ac peak were mapped within introns, and a GR peak overlapping H3K27Ac peak was mapped in the first exon. 

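*Irak2*, a kinase of interleukin-1 receptor signalling on chromosome 6 of the Mm10 assembly from 113638467 to 113695026, fell on CORT and on T3+CORT. Its signal (probe ILMN_2937738, in section b) was 470.0 ± 34.2 on vehicle and 324 ± 14.3 on T3+CORT (SD, n = 3 arrays). The log2 fold change against vehicle was -0.81 on CORT (standard error 0.10, adjusted p = 2.5e-05) and -0.54 on T3+CORT (standard error 0.10, adjusted p = 0.0011). From CORT to T3+CORT *Irak2* differed by 0.27, with an unadjusted p of 0.012, and did not pass when adjusted over all probes (adjusted p = 0.36). A second probe, ILMN_2937735, in section e, had -0.91 on CORT, -0.60 on T3+CORT and 0.30 between them (adjusted p = 0.27).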

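*Lrp8*, a receptor for reelin and apolipoprotein E on chromosome 4 of the Mm10 assembly from 107802200 to 107876840, fell on CORT and on T3+CORT, and its difference between them did not pass the test. The *Lrp8* signal (probe ILMN_1247823) was 486 ± 14.1 on vehicle, 284 ± 4.58 on CORT and 321 ± 12.9 on T3+CORT (SD, n = 3 arrays). Against vehicle it changed by a log2 fold change of -0.78 on CORT (standard error 0.08, adjusted p = 8.1e-06) and -0.60 on T3+CORT (standard error 0.08, adjusted p = 1.5e-04); between T3+CORT and CORT the value was 0.18, with an unadjusted p of 0.0518. *Cpt2*, a mitochondrial carnitine palmitoyltransferase gene on the same chromosome from 107903982 to 107923589, rose on T3+CORT by 0.38 (standard error 0.11, adjusted p = 0.019), under 1.5-fold, and on CORT it had 0.24 (adjusted p = 0.14).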

For the *Lrp8* gene (S3B Fig) that exhibited CORT- dependent decrease in expression that was reversed by T_3_, a TR peak and overlapping H3K27Ac peaks mapped within an intron, and a distal GR peak overlapping with open chromatin marks mapped ~48.5kb downstream of the TTS, within the coding region of the neighboring *Cpt2* gene which is not hormone-regulated. For the *Ccdc134* gene whose CORT-dependent induction is suppressed by T_3_ (S3C Fig), TR peaks were found that mapped within an intronic region, and ~7.5 kb downstream of the TTS overlapping with open chromatin marks, MED1/12 peaks and RNA Pol2 peaks. 

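*Ccdc134*, which encodes a secreted coiled-coil protein and lies on chromosome 15 of the Mm10 assembly from 82127898 to 82142203, rose on CORT and less so with T3 added. Its signal (probe ILMN_1226712) was 147 ± 24.0 on vehicle, 121 ± 17.2 on T3, 429 ± 72.4 on CORT and 252 ± 19.9 on T3+CORT (SD, n = 3 arrays). The log2 fold change was 1.54 on CORT (standard error 0.14, adjusted p = 8.1e-07) and 0.79 on T3+CORT (standard error 0.14, adjusted p = 8.3e-04), and from CORT to T3+CORT it was -0.75 (standard error 0.14, adjusted p = 0.014). The interaction of the hormones for *Ccdc134* was -0.48 (adjusted p = 0.72) and did not pass. *Mei1*, a gene of meiosis at the same locus, lay below the limit of detection, with mean signals from 62.2 on T3 to 67.0 on vehicle, so a response of it could not be tested.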

A GR peak overlapping MED1/12 peaks was mapped ~20 kb upstream of the TSS within an exon of a neighboring gene *Mei1* which is not hormone-regulated.

Similar analysis was done for the 170 CORT-regulated genes that lose their CORT response in the presence of T_3_ (Table 1 B1-B2; S13–S15 Tables). We retrieved genomic coordinates for 129 of the 170 transcripts on the Mm 10 assembly. There were three CORT-regulated genes, *Adamtsl4*, *Samd4b*, *Sdc4*, where we could map both a GR and TR peak within 1 kb of open chromatin marks (H3K27Ac), MED1/12 peaks, and RNA Pol2 peaks (S4 Fig). For the *Adamtsl4* gene (S4A Fig), three GR peaks were mapped downstream of the TTS and a non-overlapping TR peak within an intron near the 3’ end of the gene. The GR peak located ~16 kb downstream of the *Adamts14* TTS overlaps with open chromatin marks, MED1/12 and RNA Pol2 peaks and the flanking *Mcl* gene which is not hormone-regulated. 

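*Adamtsl4*, a gene of the extracellular matrix on chromosome 3 of the Mm10 assembly from 95676201 to 95687927, rose on CORT and on T3+CORT. Its signal (probe ILMN_2459899) was 273 ± 22.3 on vehicle, 459 ± 55.1 on CORT and 381 ± 11.7 on T3+CORT (SD, n = 3 arrays). The log2 fold change was 0.74 on CORT (standard error 0.10, adjusted p = 6.5e-05) and 0.48 on T3+CORT (standard error 0.10, adjusted p = 0.0026), and between T3+CORT and CORT -0.26, with an unadjusted p of 0.016 and an adjusted p of 0.40 that did not pass. *Mcl1*, which encodes an antiapoptotic protein of the BCL family, rose by 0.37 on CORT (standard error 0.11, adjusted p = 0.020) and by 0.49 on T3+CORT (standard error 0.11, adjusted p = 0.0037), both under 1.5-fold.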

For the *Samd4b* gene (S4B Fig), two GR peaks were mapped ~7kb and ~21kb downstream of the TTS, with both GR peaks overlapping with all the chromatin marks and binding proteins analyzed. A TR peak ~46 kb downstream of the *Samd4b* TTS was also mapped, overlapping with all transcriptional regulators analyzed. 

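*Samd4b*, an RNA-binding translational repressor gene on chromosome 7 of the Mm10 assembly from 28399522 to 28436191, fell on CORT and on T3+CORT. Its log2 fold change was -0.59 on CORT (standard error 0.10, adjusted p = 5.5e-04) and -0.49 on T3+CORT (standard error 0.10, adjusted p = 0.0024), and between T3+CORT and CORT it was 0.10, with an unadjusted p of 0.32. Of its neighbours, *Paf1*, a subunit of an RNA polymerase II elongation complex, rose on T3+CORT by 0.26 (standard error 0.08, adjusted p = 0.028) and had 0.15 on CORT (adjusted p = 0.20). *Zfp36*, which encodes a protein that destabilizes mRNA, had 0.24 on T3+CORT (adjusted p = 0.082) and *Rps16*, a ribosomal protein gene, 0.02 (adjusted p = 0.86); neither passed the test. *Med29*, a Mediator subunit gene, lay below the limit of detection, with a mean vehicle signal of 62.1, and was not tested.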

All the flanking genes *Paf1*, *Med29*, *Zfp36*, *Plekhg2*, and *Rps16* are not hormone-regulated. For the *Sdc4* gene (S4C Fig), GR peaks overlapping with MED1/12 and RNA Pol2 peaks, and a TR peak overlapping with MED1/12 and H2K27Ac peaks were mapped within intronic and exonic regions of the gene body. 

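*Sdc4*, the syndecan gene on chromosome 2 of the Mm10 assembly from 164424247 to 164443188, had a signal (probe ILMN_2728729) of 494 ± 19.6 on vehicle, 784 ± 71.1 on CORT and 673 ± 49.2 on T3+CORT (SD, n = 3 arrays). It rose by a log2 fold change of 0.66 on CORT (standard error 0.10, adjusted p = 2.2e-04) and of 0.44 on T3+CORT (standard error 0.10, adjusted p = 0.0050), and between T3+CORT and CORT the value was -0.22, with an unadjusted p of 0.042. *Sys1*, a gene of Golgi trafficking, rose by 0.39 on CORT (standard error 0.08, adjusted p = 0.0036) and by 0.57 on T3+CORT (standard error 0.08, adjusted p = 1.9e-04), under the 1.5-fold threshold. *Rbpjl* lay below the limit of detection, with a mean vehicle signal of 57.2, and was not tested.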

The flanking genes *Rbpjl* and *Sys1* are not hormone-regulated.

### Functional annotation clustering

The DAVID tool v6.8 [69, 70] was used for functional annotation clustering of genes that were regulated by CORT alone, or synergistically regulated by T_3_ + CORT treatment. Because there were only 9 genes regulated by T_3_, we focused our functional annotation analysis on genes that were regulated by CORT alone (Fig 1A, section b; Table 1, B1-B2; Table E in S1 File), and genes that were synergistically regulated by T_3_ + CORT (Tables 2 and 3, Table K in S1 File). 

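The list test used here asks for a shift of a whole list in 1 direction. The paper's clusters ask instead whether genes of a category are over-represented in its lists, whichever way they moved. A list that does not pass here is thus no evidence against those clusters. Extracellular matrix genes responded to CORT in both directions. Of 50 tested members of the list, 10 rose and 15 fell (10 and 17 adjusted over the list alone), and the list as a whole did not pass (adjusted p = 0.87 from camera, adjusted p = 0.90 with an estimated correlation). *Mgp*, matrix Gla protein, rose by a log2 fold change of 1.08 (standard error 0.13, adjusted p = 2.7e-05) and *Vcan*, the proteoglycan versican, by 0.96 (standard error 0.10, adjusted p = 2.8e-06), while *Mmp11*, a matrix metalloproteinase, had -0.51 (standard error 0.09, adjusted p = 6.1e-04) and *Sparc*, a matricellular protein, -0.47 (standard error 0.10, adjusted p = 0.0041). Glutathione metabolism genes rose in 7 and fell in 3 of 34 tested members (7 and 5 adjusted over the list alone), with no shift of the list as a whole that passed (adjusted p = 0.73 from camera, adjusted p = 0.83 with an estimated correlation). The alpha-class glutathione transferase genes *Gsta1* and *Gsta2* rose by 1.21 (standard error 0.08, adjusted p = 1.7e-08) and 0.79 (standard error 0.11, adjusted p = 1.3e-04); these paralogs are alike in sequence. *Gclm*, the modifier subunit of glutamate-cysteine ligase, fell by 0.48 on the log2 scale. Fibroblast and mesenchymal markers rose in 2 of 14 tested members, *Dcn* and *Pdgfra*, and fell in 2, *Twist1* and *Snai2*, the same adjusted over the list alone, and did not pass as a group (adjusted p = 0.97 from camera, adjusted p = 0.96 with an estimated correlation).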

The top hits for CORT alone regulated genes (Table 4; Table N in S1 File) were functional annotation clusters for extracellular matrix, glutathione metabolism, transcription factor binding and regulation, and cell-cell adhesion. Genes that were synergistically regulated by T_3_ + CORT showed functional annotation clusters (Table 5; Table O in S1 File) for processes such as cell-cell adhesion, ubiquitin proteasome pathway, transcription factor binding and regulation, immune system responses, somatotropin hormone, and circadian rhythm.

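Proteasome subunits responded to T3+CORT in both directions: of 40 tested, 7 rose and 9 fell (8 and 10 adjusted over the list alone), and the list did not pass (adjusted p = 0.71 from camera, adjusted p = 0.67 with an estimated correlation). The regulatory subunits *Psmd2* and *Psmd8* rose by log2 fold changes of 0.71 and 0.59, while the activator subunits *Psme2* and *Psme3* had -0.59 and -0.55. A list that moves both ways can fail this test of a shift in 1 direction. The paper's clusters do not ask for such a shift, so a list that failed here is no evidence against them. Circadian clock genes rose in 6 of 14 tested members and fell in 1, the same adjusted over the list alone (adjusted p = 7.3e-05 from camera, adjusted p = 0.025 with an estimated correlation); *Tef*, a transcription factor of the clock output, rose by 0.91 and *Per2* by 1.96, with a *Per2* difference from CORT of -0.11 (adjusted p = 0.83). In the prolactin and growth hormone family 4 of 9 tested genes fell and 2 rose (5 and 2 adjusted over the list alone), and the list did not pass on T3+CORT (adjusted p = 0.091 from camera, adjusted p = 0.13 with an estimated correlation). The proliferin paralogs *Prl2c2*, *Prl2c3* and *Prl2c4*, which are alike in sequence, had log2 fold changes on T3+CORT of -0.70, -0.81 and -0.87 against vehicle and of -0.56 (adjusted p = 0.048), -0.44 (adjusted p = 0.033) and -0.60 (adjusted p = 0.0011) against CORT. Of 19 tested genes for receptors, cofactors and metabolism of the 2 hormones, 5 rose and 2 fell (5 and 3 adjusted over the list alone; adjusted p = 0.20 from camera, adjusted p = 0.19 with an estimated correlation); *Smarcd2*, a chromatin remodelling subunit, rose by 0.62 and the Mediator subunit *Med16* fell by 0.62 on the log2 scale.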

**Table 4:** Functional annotation clustering of genes regulated by CORT alone.

Clusters	Enrichment Score
Extracellular matrix	1.896
Glutathione metabolism	1.587
Transcription factor binding	1.316
Cell adhesion	1.298
DEAD box helicase	1.225
Transcriptional regulation	1.183
Protein phosphorylation	1.179
Extracellular glycosylation	1.169

**Table 5:** Functional annotation clustering of genes synergistically regulated by T_3_ + CORT.

Clusters	Enrichment Score
Cell-cell adhesion	2.622
Ubiquitin ligase activity	2.425
Transcription factor binding	1.459
Innate immune response	1.459
Proteasome complex	1.454
Somatotropin hormone	1.285
Tetratricopeptide-like repeat motif	0.967
Mitcochondrial outer membrane	0.911
Negative regulation of transcription	0.872
Circadian regulation of gene expression	0.848

We also performed functional enrichment analysis for the 33 genes whose CORT-dependent response was altered in the presence of T_3_ (Table 1 E3-6; Table J and L in S1 File). 

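When T3 was added to CORT, genes of the extracellular matrix, fibroblast markers and glucocorticoid-induced genes moved lower as groups. Some members of the lists below, such as *Timp3*, *Ccl7* and *Plin4*, had been seen in the paper's tables before the lists were written. *Klf9* and *Dbp*, of the thyroid hormone target genes, are in the paper's T3 list from these arrays. The direction of such members is not independent evidence. Of 50 tested extracellular matrix genes 3 fell from CORT to T3+CORT and none rose (7 fell adjusted over the list alone; adjusted p = 5.4e-07 from camera, adjusted p = 0.022 with an estimated correlation): *Dcn*, the proteoglycan decorin, by 0.65 on the log2 scale, *Timp3* by 0.42 and *Col6a1*, a collagen VI chain, by 0.34. *Dcn* was also the 1 of 14 tested fibroblast and mesenchymal markers that fell (2 adjusted over the list alone; adjusted p = 8.3e-04 from camera, adjusted p = 0.022 with an estimated correlation). Glucocorticoid-induced genes fell in 4 and rose in 2 of 34 members (9 and 2 adjusted over the list alone; adjusted p = 0.0020 from camera, adjusted p = 0.022 with an estimated correlation), with the cell cycle inhibitor gene *Cdkn1a* at -0.35 among those that fell. Thyroid hormone target genes rose in 3 of 10 members and none fell (4 and 2 adjusted over the list alone; adjusted p = 0.0019 from camera, adjusted p = 0.024 with an estimated correlation), among them *Gbp3*, a guanylate-binding protein gene, at 0.48. Inflammatory mediators, which include the chemokines, fell in 1 of 27 members, *Ccl7*, and none rose (4 and 1 adjusted over the list alone), with a shift that passed in only one form of the test (adjusted p = 0.019 from camera, adjusted p = 0.075 with an estimated correlation); *Ccl9* and *Ccl2* had -0.33 and -0.32, with adjusted p values of 0.17 and 0.44. *Nuak1*, a kinase gene, and *Srf* were among genes that CORT lowered and that were higher on T3+CORT than on CORT, *Nuak1* by 0.44 (standard error 0.09, adjusted p = 0.024).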

We found functional annotation clusters for processes such as chemotaxis, extracellular localization, and transcription factor binding (Table 6; Table P in S1 File).

**Table 6:** Functional annotation clustering of genes where CORT-dependent response is altered in the presence of T_3_.

Clusters	Enrichment Score
Chemotaxis	1.71
Extracellular localization	1.17
Transcription factor binding	0.72
Cell membrane	0.23

### Validation of differential gene expression by RTqPCR

Validation of the microarray gene expression data sets was performed by analyzing mRNAs for genes which exhibited the strongest hormone response and distributed among the three hormone treatment groups (Fig 4). For genes called as differentially regulated by T_3_ (*Tas1r1*, *Dbp*, and *Ppm1h*) (Fig 4A–4C), gene expression analysis by RTqPCR showed statistically significant induction of *Tas1r1* in T_3_ + CORT treatment and a pattern of increased expression with T_3_ treatment (P = 0.0867). A pattern of induction of *Dbp* mRNA was observed in both T_3_ (*P* = 0.1278) and T_3_ + CORT (*P* = 0.0529) treatments but were not significantly different from vehicle, while a significant increase in expression of *Ppm1h* was observed for T_3_ treatment. For genes called as differentially regulated by CORT (*Pdk4*, *Phlda1*, *Egr1*, *Klf13*, and *Cyr61*) (Fig 4D–4H), induction of *Pdk4* and *Klf13* was observed in both CORT and T_3_ + CORT treatments while repression was observed for *Egr1* in both CORT and T_3_ + CORT treatments. A pattern of decrease in expression was observed for *Phlda1* (Veh vs. CORT: *P* = 0.2861, Veh vs. T_3_ + CORT: *P* = 0.3009) and *Cyr61* (Veh vs. CORT: *P* = 0.1050, Veh vs. T_3_ + CORT: *P* = 0.0284) in CORT and T_3_ + CORT but were not statistically significant. For genes called as differentially regulated by T_3_ + CORT (*Klf9*, *Cyb561*, *Errfi1*, and *Per1*) (Fig 4I–4L), RTqPCR validation showed induction of *Cyb561* in T_3_ and T_3_ + CORT, and induction of *Errfi1* and *Per1* in both CORT and T_3_ + CORT treatments, while an increase in expression of *Klf9* was only observed with T_3_ + CORT treatment. Upon further analysis, both *Cyb561* and *Klf9* were also shown to be synergistically regulated by combined hormone treatment. The comparison of fold change in gene expression as determined by microarray vs RT-qPCR is detailed in S16 Table. These results simply mean that the magnitude change in gene expression discovered by microarray, when comparing a hormone treatment to the control, was confirmed by targeted RTqPCR analysis for many, but not all genes tested.

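On the arrays, *Klf13*, *Per1*, *Pdk4* and *Errfi1* rose and *Egr1*, *Phlda1* and *Cyr61* fell, both on CORT and on T3+CORT, while *Tas1r1*, *Dbp* and *Ppm1h* rose on T3. *Klf13*, a Krüppel-like transcription factor gene, rose 1.72-fold on CORT (adjusted p = 3.4e-05) and 1.61-fold on T3+CORT (adjusted p = 1.5e-04). *Per1* rose 4.63-fold on CORT and 4.29-fold on T3+CORT, *Pdk4* 5.02-fold and 4.71-fold, and *Errfi1* 1.46-fold and 2.10-fold. *Egr1* was at 0.342 and 0.469 times its vehicle level on CORT and T3+CORT, *Phlda1* at 0.323 and 0.345 times, and *Cyr61* at 0.316 and 0.516 times. On T3 alone *Tas1r1* rose 2.67-fold, *Dbp* 1.79-fold and *Ppm1h* 1.73-fold. The reference gene *Ppia* had 1.02, 1.07 and 1.02 times its vehicle level on T3, CORT and T3+CORT, with adjusted p values of 1.00, 0.17 and 0.80. The RTqPCR values themselves are not analysed here.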

**Fig 4:**
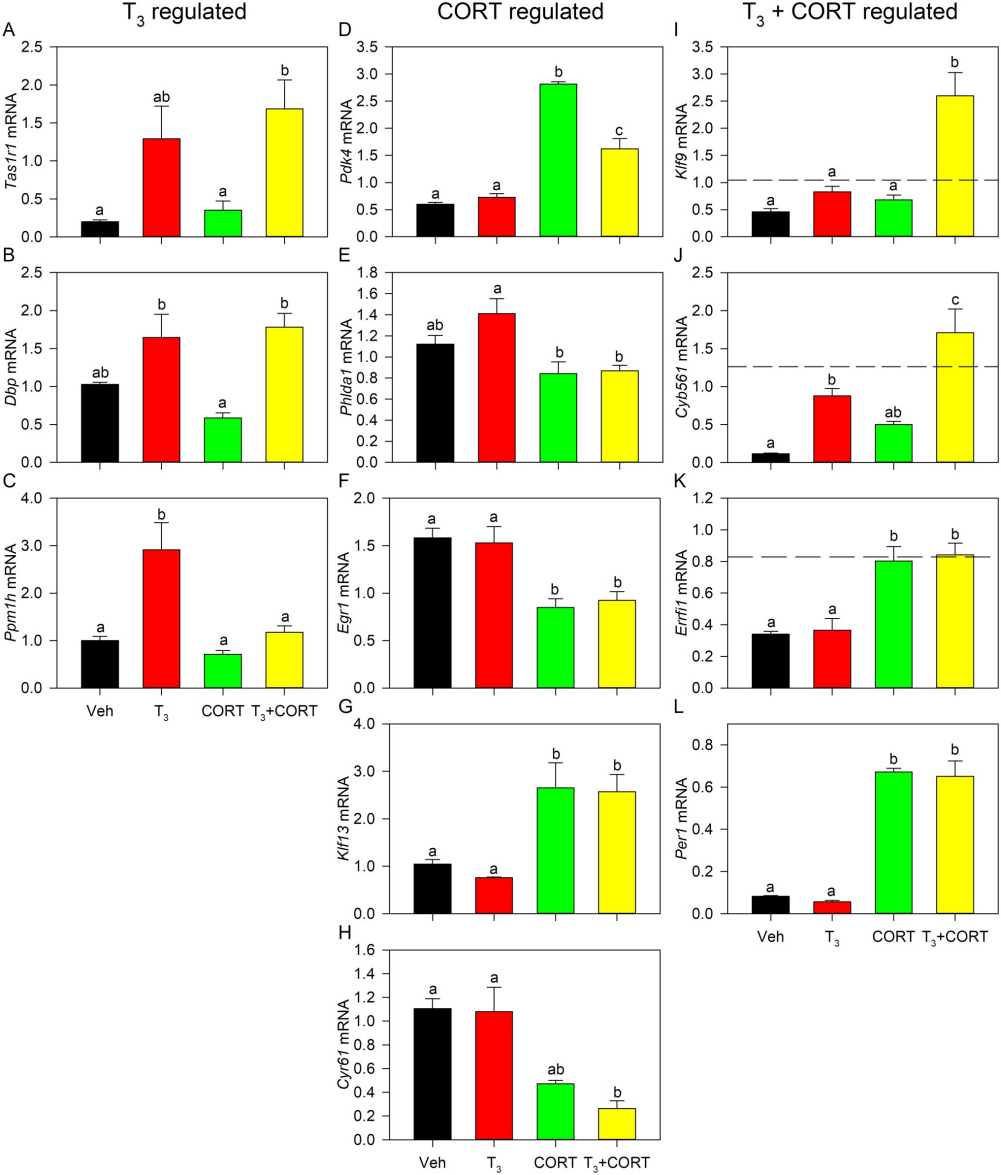
Quantitative RT-PCR validation of select target genes from microarray dataset. Gene expression analysis results are shown for *Tas1r1*, *Dbp*, and *Ppm1h* which were found to be T_3_-regulated **(A-C)**, *Pdk4*, *Phlda1*, *Egr1*, *Klf13*, and *Cyr61* which were found to be CORT-regulated **(D-H)**, and *Klf9*, *Cyb561*, *Errfi1*, and *Per1* which were found to be T_3_ + CORT regulated in the microarray dataset **(I-L)**. Bars represent the mean ± SEM, and letters above the means indicate significant differences among treatments (means with the same letter are not significantly different; Tukey’s multiple comparison test; *P* < 0.05). Dashed lines indicate the calculated additive effect of combined hormone treatment.

### Identification of a putative enhancer element in the *Cyb561* gene

Although the *in silico* analysis of mouse ChIP-seq data did not show co-localization of all transcriptional regulators (TR, GR, H3K27Ac, MED1/12, and RNA Pol2) mapping within 1 kb of each other to the *Cyb561* locus, identification of an enhancer was focused on the *Cyb561* gene since it showed the strongest synergistic induction with T_3_ + CORT treatment. In addition, *Cyb561* is included in the list of genes where we could map a TR or GR peak within 1 kb of H3K27Ac or MED1/12 peak (S17 Table). We identified a candidate enhancer using *in silico* analysis from human data as the bulk of publicly available data is in the human genome assembly. The region we identified had characteristics of genomic enhancer elements such as marks for an open chromatin structure and was conserved between vertebrate species [77, 78, 81]. Data from the University of California Santa Cruz (UCSC) Genome Browser and ENCODE were used to conduct *in silico* analysis to identify a putative hormone-responsive enhancer module in the human *Cyb561* gene (*hCyb561*). A genomic region located ~15.5 kb upstream of the *hCyb561* TSS was chosen for matching the following criteria: contains a GR binding peak, is a transcription factor binding hotspot, has marks of an open chromatin environment such as H3K27 hyperacetylation and DNase I hypersensitivity, and was conserved among vertebrates (S5A Fig). This candidate enhancer initially identified in the *hCyb561* gene has a homologous region in *mCyb561* gene located ~9.0 kb upstream of the *mCyb561* TSS that overlapped with a TR peak, and with RNA Pol2 peaks and MED1/12 peaks mapping to flanking regions (S5B Fig). A TR peak also mapped to intron 3 of the *mCyb561* gene body. These chromatin marks, and transcription factor and RNA Pol2 binding peaks are suggestive of regions in the genome that may play important functional roles in transcriptional regulation.

The two *mCyb561* candidate enhancer regions, an 850 bp fragment which we designated the upstream *Cyb561* enhancer (UCE; -9900 to -9051 bp from TSS) and 410 bp fragment in intron 3 which we designated the intronic *Cyb561* enhancer (ICE; +7567 to +7977 bp from TSS), were cloned into pGL4.23 for use in enhancer-reporter assays (Fig 5A). The UCE contains 3 putative GREs which were designated as GRE1 (-9868 to -9854 bp from TSS), GRE2 (-9589 to -9575 bp from TSS), and GRE3 (-9439 to -9425 bp from TSS) and one putative TRE designated as TRE1 (-9243 to -9228 bp from TSS) (S5C Fig). Among the GREs in the UCE, GRE2 showed the highest score in the LASAGNA search algorithm (score = 16.21; Table Q in S1 File). The ICE contains 3 putative GREs which were designated GRE1 (+7605 to +7619 bp from TSS), GRE2 (+7658 to +7673 bp from TSS), and GRE3 (+7728 to +7742 from TSS) and 1 putative TRE which was designated as TRE1 (+7832 to +7847 bp from TSS) (S5C Fig). Among the GREs in the ICE, GRE1 showed the highest score in the LASAGNA search algorithm (score = 13.37; Table R in S1 File). The UCE supported CORT but not T_3_-dependent transactivation and did not show synergistic activity with combined hormone treatment (Fig 5A). Mutation of GRE2 of the UCE led to the loss of CORT-dependent transactivation (Fig 5A) while mutation of GRE3 led to decreased CORT-transactivation. Mutation of the TRE also led to a loss of hormone-dependent transactivation in the UCE. Lastly, we found that the ICE supported both T_3_-dependent and CORT-dependent transactivation but did not show synergistic activity with combined hormone treatment (Fig 5B). Mutation of the TRE in the ICE led to a loss of T_3_-dependent activity.

**Fig 5:**
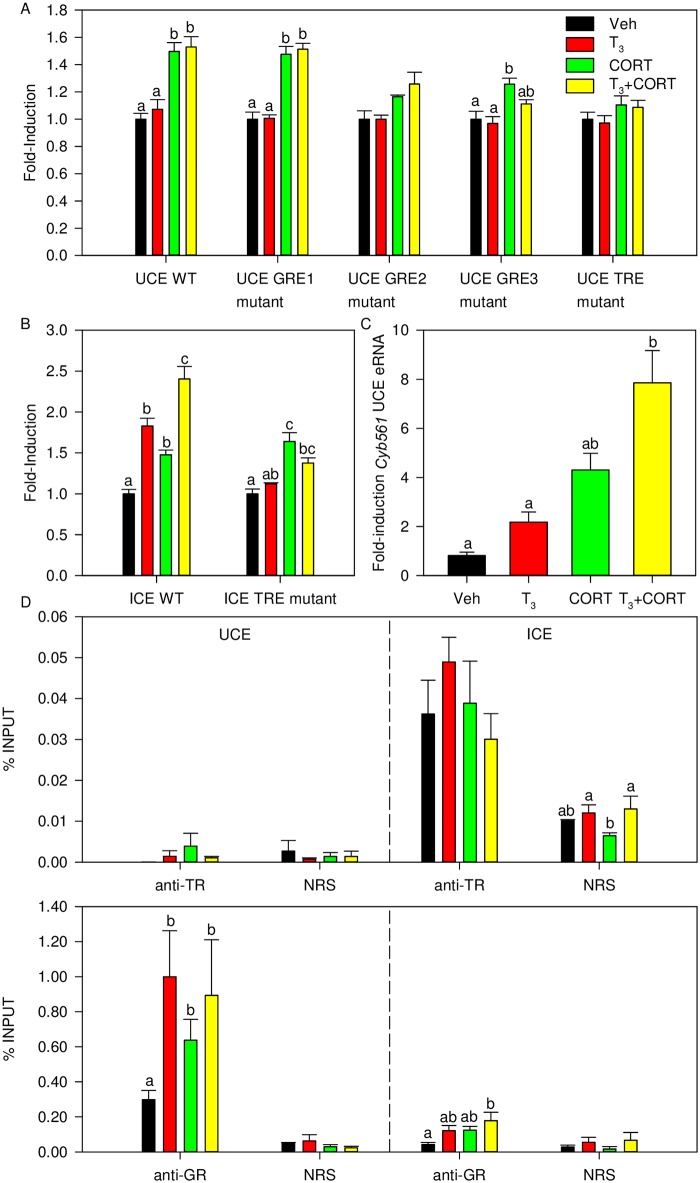
Identification of putative upstream enhancer and intronic enhancer involved in synergistic transcriptional regulation of the *Cyb561* gene. Hormone-dependent transactivation of **(A)** the UCE and GRE1, GRE2, GRE3, and TRE1 mutant constructs, and **(B)** the ICE and TRE mutant constructs through dual luciferase assay after treatment with either Veh, T_3_, CORT, or T_3_ + CORT. (**C**) Hormone treatment induces *Cyb561* eRNA in HT-22 cells. **(D)** TR constitutively associates at the ICE while GR association is higher at the UCE where hormone-dependent GR association is observed. Enhancer-reporter assays were repeated at least 3 times with consistent results. Bars represent the mean ± SEM in fold-induction for enhancer reporter assays, or % input for ChIP analysis, and letters above the means indicate significant differences among treatments (means with the same letter are not significantly different; Tukey’s multiple comparison test; *P* < 0.05).

Data from Kagey et al. (2010) showed that the putative UCE was associated with RNA Pol2 and Mediator ChIP-seq peaks (S5B Fig), which is indicative of enhancer RNA (eRNA) transcription. To determine if the *mCyb561* UCE is transcribed into eRNA, transcripts from the UCE were measured by RTqPCR and we found that an eRNA transcribed from *mCyb561* UCE was also synergistically induced by combined hormone treatment (Fig 5C) similar to the pattern of hormone regulation of the *Cyb561* mRNA (Fig 4J).

To determine if GR and TR are recruited to chromatin at the regions of the *Cyb561* UCE and ICE, we conducted ChIP assays using antiserums to TR or GR. We saw no significant TR ChIP signal at the UCE. By contrast, at the ICE the TR ChIP signal was significantly higher than the NRS control, but the signal was not affected by hormone treatment, consistent with TRs being constitutively resident in chromatin (Fig 5D). The GR ChIP assay showed hormone-dependent recruitment of the GR to chromatin at the UCE and ICE, and that GR ChIP signal was higher at the UCE compared with the ICE (Fig 5D). We did not observe GR ChIP signal at 5 kb upstream of the *Cyb561* TSS or at an intronic region located 5 kb downstream of the TSS (S7 Fig).

## Discussion

Thyroid hormones and GCs have been shown to have significant roles in regulating basic neuronal developmental processes, especially in the hippocampus. Thyroid hormone regulates key processes in early brain development such as neurogenesis, neuronal migration and differentiation, myelination, and synaptogenesis [82–86]. Maternal hypothyroidism has been shown to lead to abnormal brain development [87] and a growing body of evidence demonstrate that even moderate disturbances in maternal thyroid function during fetal gestation can influence neuronal programming and increase the risk of developing neurodevelopmental disorders long after birth [84]. Similarly, the role of GCs in regulating the stress response, and its consequent effects on neuronal development are also well established [88–90]. Early life stress leads to reprogramming of the hypothalamic-pituitary-adrenal (HPA) axis that is associated with increased risk for neuropsychiatric disorders later on in life [91]. Effect of GCs on the hippocampus varies with length of exposure with acute stress stimuli enhancing memory consolidation [13, 14] while chronic stress promotes neuronal atrophy that leads to impaired performance in learning and memory related tasks [8, 9, 12].

In mammals, TH and GCs act in synergy to promote both lung and gut development in rat models [92, 93]. The synergistic role of TH and GC in development is best exemplified in amphibians, where TH increases the sensitivity of tadpole tissues to GCs thereby accelerating metamorphosis [56]. A study by Kulkarni and Buchholz (39) used a microarray platform to survey the effect of GC on large-scale gene expression changes during TH-driven tadpole tail resorption. Here we report results to a similar approach to surveying TH and GC synergy in a mouse hippocampal neuronal model.

### Genes regulated by T_3_

Since there were only 9 genes regulated by T_3_ based on the FC cut-off criteria, and only 3 of those genes were exclusively regulated by T_3_, functional annotation analysis was not possible. These results suggest that although HT22 cells express multiple isoforms of TRα and TRβ [49], the differentiated mouse hippocampal neurons may be largely unresponsive to T_3_ as we only found 9 T_3_- responsive genes, and only three (*Ppm1h*, *Npr3*, and *Cdon*) of those were exclusively regulated by T_3_. The *Ppm1h* (*Nerpp-2c*) gene encodes a protein phosphatase expressed in rodent brain and neuronal cell lines, and functions in regulating neurite growth [94]. The *Npr3* gene encodes a natriuretic peptide receptor that has a minor effect in disrupting the axonal branching of neurons from the dorsal root [95] while the *Cdon* gene encodes a cell surface protein which has been shown to participate in oligodendrocyte differentiation and myelination [96]. Based on the genes exclusively regulated by T_3_, it seems that a major function of T_3_ in our cell culture system is to regulate processes involved in axonal branching.

### Genes regulated by CORT

There was a larger number of genes differentially regulated by CORT as compared to T_3_. Functional annotation analysis on the subset of genes which were regulated by CORT alone and for which CORT response was lost in the presence of T_3_ revealed terms related to well-established processes related to neuronal morphology and migration, such as extracellular matrix (ECM), extracellular glycosylation, and cell adhesion. Some of the genes we found uniquely clustered under CORT-responsive cell adhesion were *Nuak1* which regulates terminal axon branching via capture and immobilization of mitochondria at nascent presynaptic sites in cortical neurons [97], and *Vcan* which encodes an ECM protein that also facilitates cell-adhesion and mediates some signaling mechanisms in the peripheral nervous system [98]. The ECM-related gene *Ccn1* (also known as *Cyr61*) has been shown to be essential for dendritic arborization in hippocampal neurons [99]. Among all the genes clustered in the ECM category, only the *Col3a1* gene, encoding collagen type III alpha, has been previously shown to be CORT regulated [100]. Extracellular matrix proteins play important functions in the maintenance of a microenvironment for neuronal migration, axonal growth, and synaptogenesis, [101–104], and ECM removal permits modifications in neuronal architecture that may enhance synaptic plasticity [105].

Interestingly, we also found enrichment for terms related to glutathione metabolism. While the mechanisms for antioxidant defense in the brain are not completely understood, there is evidence that brain glutathione concentrations are linked to neuronal processes such as learning and memory, and neurodegeneration and aging [106–108]. Recent studies showed that synaptic NMDA receptor activity is actually coupled to control of the glutathione system such that antioxidant defense mechanisms in active neurons are able to match their highly active state to protect against neurodegeneration [109]. These findings support the known outcomes of the stress response in the brain, and more importantly, identify new GC responsive genes that may help explain the established effects of GCs in memory consolidation and reconsolidation.

### Genes synergistically regulated by T_3_ and CORT

Genes that are synergistically regulated by T_3_ and CORT showed unique enrichment terms for ubiquitin ligase activity, innate immune response, proteasome complex, somatotropin hormone, and circadian rhythm regulation. The circadian rhythm is controlled in the suprachiasmatic nucleus in the hypothalamic region of the brain by a set of oscillating transcription factors [110–112]. Glucocorticoid concentrations are controlled in an oscillatory fashion by the circadian rhythm and at the same time, GCs also adjust peripheral circadian clocks [113, 114]. Consistent with our results linking hormone response to circadian rhythm, previous evidence indicate that there is an enrichment of *Klf9* binding in genes involved in the control of circadian rhythm [115], and that *Klf9* is also expressed in a circadian manner in human epidermis [116]. We previously identified *Klf9* as one of the most strongly synergistically regulated genes by T_3_ and CORT which suggests that the synergistic effect of T_3_ and CORT on expression of circadian rhythm genes may be indirectly attributed to the direct, strong synergistic induction of *Klf9* expression by T_3_ and CORT.

There was also an enrichment for terms related to transcription factor binding which included genes such as *Klf9* and *Sox9*, as well as genes related to chromatin remodeling and long-range chromatin interactions such as *Smarcd2* and *Med16*. This is in accordance with the expected role of the TR and GR as ligand-mediated transcription factors [18, 22, 117]. Many of the immediate response genes regulated by TH and GCs are also transcription factors themselves [118, 119] supporting the hypothesis that TH and GCs act synergistically to orchestrate large scale gene regulatory cascades subsequently resulting in accelerated neuronal development or enhanced response to hormone induction.

We also found enrichment for terms related to somatotropin growth hormone, which include genes *Prl2c2*, *Prl2c3*, and *Prl2c4*. Thyroid hormone and GC synergy in regulating growth hormone receptor expression in rodent pituitary cells has actually been reported as early as the 1970s [120] and is one of the well-established processes regulated by both hormone axes [121, 122]. While our results are consistent with the known effect of TH and GC in the hypothalamus and pituitary cells which then consequently affects the timing of development and regulation of body size, prolactin also has specific functions in neurodevelopment and neuroprotection in the hippocampus [123, 124]. For example, prolactin administration exerts a neuroprotective effect on hippocampal neurons in both *in vivo* and *in vitro* rodent models of excitotoxicity [125, 126]. Prolactin also protects neurogenesis in the dentate gyrus in a rodent model of chronic stress [126]. There is evidence for extrahypothalamic expression of prolactin genes and the prolactin receptor in many brain regions including the hippocampus [123, 127] which points to the likely existence of a prolactin system in the hippocampus independent of the hypothalamus. This synergistic regulation of the prolactin genes by TH and GC broadens our understanding of the pleiotropic effects of the growth hormones in the brain, and adds new dimension to the regulation of neuronal processes by the two hormone axes.

Enrichment for terms related to ubiquitin ligase activity and immune response are consistent with emerging evidence showing that these two processes may actually have profound effects on neuronal processes such as learning and memory. For example, several evidence implicate activity-dependent protein degradation as one of the processes important in contextual memory formation [128–130]. In addition, inhibition of the proteasomal pathway in a murine model resulted in impaired performance in spatial learning tasks which may be associated with the increase in β-amyloid protein aggregates [131]. Ubiquitination also controls the trafficking and recycling of glutamate receptors which is an important process affecting synaptic plasticity [131]. Few studies have looked into the role of TH or GC regulation of proteasomal pathway genes. A study by Wuwongse, Cheng (132) investigated the involvement of ubiquitin-proteasome pathway in the disease progression of a CORT and amyloid-beta induced Alzheimer’s disease model in primary hippocampal neuron culture. However, to our knowledge, no other study has shown synergistic TH and GC regulation of the ubiquitin proteasome pathway in hippocampal neurons.

Similarly, there is evidence for the important role of neuroinflammation in influencing learning and memory related neuronal processes [133–135]. Neuroinflammation has been associated with impaired learning and memory in rodent models possibly due to damage of hippocampal neuronal cells [136, 137]. There is also evidence for long-lasting decreases in dendritic spine density as a result of transient immune response in a murine model [138] highlighting the strong influence of neuroinflammatory processes on neuronal morphology and consequently learning and memory.

Our functional annotation analysis results suggest that T_3_ and CORT likely coordinate many neuronal processes to accelerate neuronal development by enhancing hormone response through the synergistic induction of gene regulatory networks. These results are consistent with previous evidence showing T_3_ and CORT synergistic regulation of tadpole tail morphogenesis, and gut and lung maturation in rodent models [56, 92, 93]. More importantly, our data suggests that T_3_ and CORT affects learning and memory through neuroprotective effects of prolactin genes, modulation of the proteasome–dependent protein turn-over important for long term potentiation, and regulation of neuroinflammatory responses.

### *In silico* analysis provide mechanistic insights into synergistic regulation

HT-22 cells showed very few genes responsive to T_3_ treatment alone and that a majority of the genes in our microarray dataset were CORT-responsive. However, we found that for 10 genes T_3_ treatment seemed to enhance CORT-responsiveness while 147 genes showed differential expression only in the presence of T_3_ + CORT. This is in line with the proposed function of ligand-bound TR as a transcriptional switch that opens up the chromatin environment to facilitate the binding of transcriptional co-regulators and transcription machinery [49, 117, 139, 140]. This dual function of TR, as a transcriptional repressor in the absence of a ligand or transcriptional activator in the presence of a ligand, plays an important role in regulating transcription of genes required for mammalian developmental transitions [24, 141–143]. Conversely, altered CORT response in the presence of T_3_ may occur through facilitated loading of TR only when GR is bound at target sites. Binding of GR can alter the local chromatin environment to allow the recruitment of other transcription factors [144, 145]. This phenomenon of GR-assisted loading has been demonstrated in the crosstalk between GR and the estrogen receptor [145, 146]. It is possible that the mechanism behind synergistic gene regulation by TH and GC is not unique to the *Klf9* gene [49] but is shared with other hormone-responsive genes, where the activation of multiple nuclear hormone receptors alters chromatin assembly and modulates the accessibility of hormone response elements to each receptor [146].

To further support the possible mechanisms for transcriptional regulation by these hormone axes, we mapped potential GR and TR binding sites to the surrounding genomic regions of the synergistically regulated genes. To strengthen the analysis, we only mapped GR or TR peaks which were within 1kb of a H3K27Ac peak, MED1/MED12 peaks, and RNA Pol2 peaks, as these marks are indicative of distal regulatory regions [77, 78, 81]. Among the 110 synergistically regulated genes which we could map to genomic coordinates in the Mm10 assembly, there were 57 genes (51.82%) that contained a GR or TR peak within 1 kb of a H3K27Ac peak and within 50kb upstream of the TSS and 50kb downstream of the TTS. The other 53 genes for which we could not map these GR or TR peaks may be regulated by a secondary transcription factor that is induced by T_3_ and CORT treatment, but this needs to be experimentally validated. There were also 52 genes (47.27%) which contained a GR or TR peak within 1 kb of a MED1/MED12 peak. The close localization of these GR and TR peaks to subunits of the Mediator complex suggest that some long-range chromosomal interaction may be involved in their hormonal regulation [27] but again, this needs to be experimentally validated. Lastly, we found 31 genes (28.18%) which contained a GR or TR peak within 1 kb of an RNA Pol2 peak. The close localization of these GR and TR peaks with the RNA Pol2 peaks in non-coding regions suggest that these regions may be transcribed into eRNAs [27], adding emphasis to the role of eRNAs in the regulation of hormone-dependent transcription. Overall, we identified 3 genes (*Kdm6b*, *Slc3a2*, *Tob2*) which were synergistically regulated by T_3_ + CORT similar to the *Klf9* gene [49] and contained GR and TR peaks mapping within 1 kb to open chromatin marks (H3K27Ac peaks), components of the Mediator complex (MED1/12), and RNA Pol2. These results further support our hypothesis that the molecular mechanism behind the synergistic action of TR and GR is not unique to the *Klf9* gene, and most likely occurs in other genes synergistically regulated by TH and GC.

We performed a similar analysis for TR and GR binding sites co-localized with open chromatin marks, MED1/12 and RNA Pol2 peaks for genes which were CORT-responsive but whose CORT-response was lost in the presence of T_3_ and for genes which were CORT-responsive but whose CORT-response was either enhanced or reduced in the presence of T_3_. We found that TR and GR peaks map at diverse sites similar to the results we obtained from mapping analysis for the synergistically regulated genes, indicating that the mechanisms of hormone-dependent regulation of all these genes with differing hormone-responses may occur through similar mechanisms. Although we were not able to map TR or GR peaks to all of the genes, it is possible that the hormone-responsive loci which act to regulate these genes may be located further than 50kb away from the gene, or that they are secondary target genes.

Lastly, when *in silico* transcription factor binding analysis was performed on a randomly selected set of genes which were not called as differentially expressed in response to any hormone treatment, the fraction of genes which contained TR or GR binding sites co-localized with open chromatin marks, MED1/12 and RNA Pol2 peaks was significantly less. This suggests that the co-localization of these TR and GR binding sites is likely not a random occurrence and supports our *in silico* analysis on the possible contribution of TR and GR in influencing chromatin structure to help explain synergistic regulation of target genes.

### Molecular basis for synergistic regulation of *Cyb561* gene

Since the microarray results and RTqPCR validation were mostly consistent, and because *Cyb561* was the most synergistically up-regulated gene, we focused our attention on deciphering its hormone-dependent regulatory mechanisms. The *Cyb561* gene encodes a transmembrane electron transport protein involved in the recycling of ascorbate, a cofactor in neuropeptide amidation in neurosecretory vesicles [147–149]. Neuropeptide amidation is an important step in their activation and knockdown of a *Cyb561* homologue in *Drosophila* results in impaired performance in learning and memory tasks concurrent with decreased amidation of neuropeptides [150, 151].

To determine if the synergistic regulation of the *Cyb561* gene by T_3_ and CORT occurs through similar molecular mechanisms as the *Klf9* gene [49], we first identified and cloned the UCE and ICE for testing in enhancer-luciferase assays. Both UCE and ICE contain candidate GREs and TREs which we mutated and tested for hormone-dependent transactivation. Results of the enhancer-reporter assay did not show synergistic transactivation of the UCE or ICE with T_3_ + CORT treatment. However, the UCE was CORT-responsive and the CORT-response was abolished by mutating GRE2. Mutation of the TRE in the UCE eliminated the CORT induction suggesting that TR binding is required for the CORT response. The ICE showed T_3_- and CORT-dependent transactivation. Mutating the TRE in the ICE abolished the T_3_ but not the CORT induction which implies that the crosstalk between TR and GR is not as salient in the ICE compared to the UCE.

Our ChIP analyses for TR and GR showed that TR was constitutively resident in chromatin at the ICE but not the UCE, while hormone-dependent recruitment of GR to chromatin was higher at the UCE compared to the ICE. These data, along with the localization of MED1/12 peaks [27] between the *Cyb561* promoter and UCE, and our preliminary findings of reduced basal expression of *Cyb561* with MED1 knockdown (S6 Fig) suggest that the synergistic regulation of *Cyb561* may be due to long-range chromosomal interaction [152], and perhaps cooperative *cis*-regulatory activity [153] between the UCE, promoter and/or ICE. This could explain why plasmid reporter assays using either the UCE or ICE did not show synergistic regulation by T_3_ + CORT, and more importantly, they emphasize the caveat that enhancer-reporter assays may not accurately reflect the chromatinized environment of the endogenous enhancers. Apart from MED1/12 peaks, RNA Pol2 binding sites [27] were also found flanking the UCE indicating it was transcribed as enhancer RNA. We measured transcription at the UCE in response to hormone treatment and found that the UCE was indeed transcribed and synergistically induced by T_3_ + CORT similar to the expression pattern of the *Cyb561* mRNA. We also have preliminary evidence for a novel eRNA associated with the *Per1* gene which was differentially expressed by T_3_ and CORT in the same pattern as *Per1* mRNA. This suggests that eRNA induction may be a common regulatory theme that may play a role in hormone-dependent transcriptional regulation in the brain.

## Conclusion

To our knowledge, our microarray dataset represents the first of its kind to identify a vast array of genes that are coordinately regulated by TH and GC in any cell type in mouse, and the first to investigate the synergistic effect of TH and GC which have long been known to independently affect learning and memory. Our dataset shows some overlap with a previous study examining the effect of TH, retinoic acid, and GC signaling on the expression of specific genes in primary mouse cerebrocortical cells [37]. A similar study using microarray analysis to identify TH and GC gene regulation patterns during development of *X*. *tropicalis* tadpoles also found a diverse set of gene regulation effects for T_3_, CORT, and T_3_ + CORT, and similarly identified the proteasomal pathway as a synergistically regulated process [39]. Our dataset also suggests that differentiated hippocampal neurons are more responsive to GCs, with TH mainly modulating the response to GCs. Our microarray analysis identified several well-established processes in learning and memory that are regulated by GCs such as cell adhesion, cytoskeletal remodeling, and extracellular matrix proteins implicated in the formation and maintenance of synapses, and axon guidance navigation. More importantly, we identified several genes apart from *Klf9* which were synergistically regulated by TH and GC and were shown to be associated with well-known functions of TH and GC in controlling transcription and circadian rhythm. Our findings also highlights the significance of neuroinflammation [133, 134], neuroprotective effect of prolactin genes [123–126], and proteasomal-dependent degradation [128–132, 154] pathways as processes relevant to how TH and GC may coordinately influence learning and memory. Taken together, our dataset are consistent with established hormone-regulated pathways, and identify novel hormone-induced genes and mechanisms by which T_3_ and GC may coordinately and synergistically regulate neurodevelopment, and learning and memory processes.

## Supporting information

S1 Fig Generalized expression patterns of genes synergistically regulated by T_3_ + CORT. Box plots were created to represent the different regulation patterns of synergistically regulated genes by T_3_ plus CORT. The heavy dashed lines represent the Log_2_ of 1.5 fold-change cut-off for differential expression.
(TIF)

S2 Fig Visualizations of the genomic coordinates of synergistically regulated genes with TR and GR peaks mapping to open chromatin marked by H3K27Ac peaks, the Mediator subunits Med1 and Med12, and RNA Pol2. Genomic plots showing **(A)** *Kdm6b*, **(B)** *Slc3a2*, **(C)** *Tob2*, were made using the Integrative Genomics Viewer tool [155, 156]. Regions highlighted in gray correspond to the gene body while those in green correspond to the genomic regions where the TRs and GRs can be found.
(TIF)

S3 Fig In silico analysis of TR and GR binding sites in CORT-responsive genes whose CORT-response is lost in the presence of T3. Genomic plots showing representative genes **(A)** *Irak2*, **(B)** *Lrp8*, **(C)** *Ccdc134* were made using the Integrative Genomics Viewer tool [155, 156]. Regions highlighted in gray correspond to the gene body while those in green correspond to the genomic regions where the TRs and GRs can be found.
(TIF)

S4 Fig In silico analysis of TR and GR binding sites in CORT-responsive genes whose CORT-response is either enhanced or reduced in the presence of T3. Genomic plots showing representative genes **(A)** *Adamtsl4*, **(B)** *Samd4b*, **(C)** *Sdc4* were made using the Integrative Genomics Viewer tool [155, 156]. Regions highlighted in gray correspond to the gene body while those in green correspond to the genomic regions where the TRs and GRs can be found.
(TIF)

S5 Fig Identification of putative upstream enhancer and intronic enhancer involved in synergistic transcriptional regulation of the Cyb561 gene. **(A)** Genomic plot of the human *Cyb561* locus showing characteristic open chromatin marks (H3K27 hyper acetylation, DNAse I sensitivity, transcription factor binding) and vertebrate conservation plotted using the UCSC Genome Browser [157] based on the hg19 build of the human genome. **(B)** Genomic plot of the mouse *Cyb561* locus and open chromatin marked by FAIRE-seq and H3K27Ac peaks, the Mediator complex subunits MED1 and MED12, GR, and TR peaks determined by ChIP-seq [27, 57–59]. Data were plotted using the Integrative Genomics Viewer [155, 156] on the mm10 build of the mouse genome. **(C)** Alignments of the WT UCE and ICE constructs with generated mutants. Conserved bases in the GREs are highlighted in green while conserved bases in the TREs are highlighted in red. Yellow highlights indicate bases which were edited in the respective mutants.
(TIF)

S6 Fig Knockdown of Mediator complex subunit Med1 in HT-22 cells results in reduced basal Cyb561 expression. HT22 cells were stably transduced with a *Med1* shRNA lentiviral construct or with a scrambled shRNA lentiviral control. Stably transduced cells were selected with 2 μg/μL puromycin. Cells were grown in selection media for three passages before harvest and RNA extraction. We measured gene expression by RTqPCR for **(A)** *β-actin*, **(B)** *Med1*, and **(C)** *Cyb561*. There was no significant effect of *Med1* knockdown on the expression of the reference gene *β-actin* used for normalization of RNA transcripts. HT-22 cells transduced with sh*Med1* exhibit significantly reduced *Med1* mRNA expression at 62.3% knockdown compared to the scrambled control. Basal *Cyb561* expression in HT-22 cells transduced with sh*Med1* is significantly reduced compared to scrambled control.
(TIF)

S7 Fig GR does not associate to -5.0 kb upstream of the TSS and intron 1 of Cyb561 gene. Neither the region -5.0 kb upstream of TSS nor +5.5 kb downstream of TSS (intron 1) of the *Cyb561* gene exhibit GR-association when tested through ChIP qPCR. Bars represent the mean ± SEM in % input for ChIP analysis, and letters above the means indicate significant differences among treatments (means with the same letter are not significantly different; Tukey’s multiple comparison test; *P* < 0.05).
(TIF)

S1 Table Primers used for RT-qPCR.

S2 Table Primers used for cloning and site-directed mutagenesis.

S3 Table Primers used for ChIP.

S4 Table Genes differentially regulated by T3.

S5 Table Top 10 genes induced and repressed by CORT.

S6 Table Top 10 genes induced and repressed by T3 + CORT.

S7 Table In silico analysis of synergistically regulated genes for GR and TR peak binding within 1kb of open chromatin marks (H3K27Ac).

S8 Table In silico analysis of synergistically regulated genes for GR and TR peak binding within 1kb of MED1/12 peaks.

S9 Table In silico analysis of synergistically regulated genes for GR and TR peak binding within 1kb of RNA Pol2 peaks.

S10 Table In silico analysis of genes whose CORT-response is altered by T3 for GR and TR peak binding within 1kb of open chromatin marks (H3K27Ac).

S11 Table In silico analysis of genes whose CORT-response is altered by T3 for GR and TR peak binding within 1kb of MED1/12 peaks.

S12 Table In silico analysis of genes whose CORT-response is altered by T3 for GR and TR peak binding within 1kb of RNA Pol2.

S13 Table In silico analysis of CORT-responsive genes that lose CORT response with T3 for GR and TR peak binding within 1kb open chromatin marks (H3K27Ac).

S14 Table In silico analysis of CORT-responsive genes that lose CORT response with T3 for GR and TR peak binding within 1kb of MED1/12 peaks.

S15 Table In silico analysis of CORT-responsive genes that lose CORT response with T3 for GR and TR peak binding within 1kb of RNA Pol2 peaks.

S16 Table Summary of differential expression analysis results for microarray and RT-qPCR validation.

S17 Table In silico analysis of synergistically regulated genes for GR or TR binding within 1 kb of open chromatin marks (H3K27Ac) or MED1/12 peaks.

S1 File Contains table B-R.

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S1 Table

**S1 Table. Primers used for RT-qPCR.**

| **Target** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| *Tas1r1* | TGATAACACTGACCACGCTG | CCTGGTACTTATCGCTGGG |
| *Dbp* | CCATGAGACTTTTGACCCTCG | TCATTGTTCTTGTACCTCCGG |
| *Ppm1h* | AACCATTCCTGTCTTCAGCTC | TGAGTGATTGCTTCCGCTAC |
| *Pdk4* | AGAGCCTGATGGATTTGGTG | CTTGAGCCATTGTAGGGACC |
| *Phlda1* | CCGTACCAACTCCAGCAC | GCACTCTTCCCACTTTCCG |
| *Egr1* | AGCGCCTTCAATCCTCAAG | TTTGGCTGGGATAACTCGTC |
| *Klf13* | CTACAGCCGCTCCGATG | CTGTTTTGCTGTGGACTTCTC |
| *Klf9* | GCACAAGTGCCCCTACAGT | TGTATGCACTCTGTAATGGGCTTT |
| *Cyb561* | TGGTGTGGGATCTTAGTCTTTG | CAAAGAAAATGTGCTGAGGGC |
| *Cyb561* eRNA | GGCCAGGAACATGTGAGTAAG | GAGTGGGAGGGTCTAATGAAG |
| *Errfi1* | TGGCCTACAATCTGAACTCCC | GACCACACTCTGCAAAGAAGT |
| *Per1* | TGTGTCAAGCAGGTTCAGG | TGTCCTGGTTTCGAAGTGTG |
| *Ppia* | GGTTCCTCCTTTCACAGAAT | AATTTCTCTCCGTAGATGGAC |
| *Β-actin* | CTAAGGCCAACCGTGAAAAG | ACCAGAGGCATACAGGGACA |
| *Med1* | ACACCAAGTGGCCTATAACAC | CACTGAAGCGAGATTCTGAGAG |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S2 Table

**S2 Table. Primers used for cloning and site-directed mutagenesis.**

| **Target** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| Upstream *Cyb561* Enhancer (UCE) | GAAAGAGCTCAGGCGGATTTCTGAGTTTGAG | GTATAGATCTTCTGATGCCTGGAGGTAGAA |
| Intronic *Cyb561* Enhancer (ICE) | AAGAGCTCTCTTCGCCTTCATCATCG | AACTCGAGCCTGCACAAAGTACAGAAC |
| UCE GRE1 Mutagenesis | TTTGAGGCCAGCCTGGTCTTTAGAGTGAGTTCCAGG | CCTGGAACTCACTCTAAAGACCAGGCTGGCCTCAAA |
| UCE GRE2 Mutagenesis | CAATCCAGTCCATGCACCCCCAGGC | GGTAAGCTGGAGACAGGGTTGGGCCC |
| UCE GRE3 Mutagenesis | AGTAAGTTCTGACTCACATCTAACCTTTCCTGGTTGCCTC | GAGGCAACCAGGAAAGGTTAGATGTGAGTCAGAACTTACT |
| UCE TRE1 Mutagenesis | ACGTAGAACCCCAAGAGGAGTTGAAAGCC | CAGGATATCCCCACGGGTCTGTGCAG |
| ICE TRE Mutagenesis | CATGGTTCTTGCCTCTGCTCCAGGGT | TGAAAACAGGGCTAGTCATGGAGAAGG |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S3 Table

**S3 Table. Primers used for ChIP.**

| **Target** | **Forward Primer** | **Reverse Primer** | **Probe** |
| --- | --- | --- | --- |
| UCE | GCCAAGGAAGGAGTAAATGAA C | GATAGCGGCAATGCATCTTG | 6FAM-AGGCAACCAGGAAAGGACAGA-BHQ1 TGT |
| ICE | GGAGGAAACACTAGCCAGAAC | CTCTTCTTCTCACAGGCATCAC | 6FAM-ATCATCTGGCTGGACCAAAGCCC-BHQ1 |
| *Cyb561* Intron 1 (+5.5 kb of TSS) | CTTTCTCTGTTGGATACCCGAG | CCCCAAAACTTCCTTACCCTC | - |
| -5.0 kb of *Cyb561* TSS | GGAATAGAAACCCTAAGACACCC | AACCATAAACCTCAGGGCAG | - |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S4 Table

**S4 Table. Genes differentially regulated by T_3_.**

| **SYMBOL** | **T_3_ Fold Change** | **CORT Fold Change** | **T_3_ + CORT Fold Change** |
| --- | --- | --- | --- |
| *Klf9* | 3.09 | 2.17 | 5.52 |
| *Tas1r1* | 2.68 | 1.29 | 3.20 |
| *Cyb561* | 2.61 | 3.78 | 10.52 |
| *2310051E17Rik* | 2.23 | 2.19 | 5.25 |
| *Spon2* | 1.93 | 0.81 | 0.66 |
| *Dbp* | 1.79 | 1.50 | 2.52 |
| *C030002B11Rik/Ppm1h* | 1.74 | 1.27 | 1.48 |
| *Npr3* | 1.59 | 0.94 | 1.29 |
| *Cdon* | 1.51 | 0.79 | 1.24 |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S5 Table

**S5 Table. Top 10 genes induced and repressed by CORT.**

| **SYMBOL** | **T_3_ Fold Change** | **CORT Fold Change** | **T_3_ + CORT Fold Change** |
| --- | --- | --- | --- |
| **UP** | | | |
| *Tsc22d3* | 1.10 | 8.82 | 7.25 |
| *Pdk4* | 0.76 | 5.02 | 4.71 |
| *Per1* | 1.11 | 4.64 | 4.29 |
| *S3-12* | 1.02 | 4.48 | 2.80 |
| *Per2* | 1.15 | 4.21 | 3.92 |
| *Map3k6* | 1.05 | 3.82 | 3.10 |
| *Fam107a* | 0.99 | 3.80 | 2.78 |
| *Cyb561* | 2.61 | 3.78 | 10.52 |
| *Lcn2* | 1.01 | 3.74 | 2.82 |
| *Rn18s* | 0.95 | 3.69 | 3.65 |
| **DOWN** | | | |
| *Cyr61* | 1.06 | 0.32 | 0.52 |
| *Phlda1* | 0.97 | 0.32 | 0.35 |
| *Egr1* | 1.01 | 0.34 | 0.47 |
| *1110004P21Rik* | 0.89 | 0.41 | 0.50 |
| *A630084D02Rik* | 0.90 | 0.41 | 0.44 |
| *Ngfb* | 0.82 | 0.42 | 0.41 |
| *Sertad4* | 1.04 | 0.43 | 0.37 |
| *Rnu6* | 0.96 | 0.43 | 0.50 |
| *Paip1* | 0.92 | 0.46 | 0.48 |
| *Aldh3a1* | 0.68 | 0.50 | 0.45 |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S6 Table

**S6 Table. Top 10 genes induced and repressed by T_3_ + CORT**

| **SYMBOL** | **T_3_ Fold Change** | **CORT Fold Change** | **T_3_ + CORT Fold Change** |
| --- | --- | --- | --- |
| **UP** | | | |
| *Cyb561* | 2.61 | 3.78 | 10.52 |
| *Tsc22d3* | 1.10 | 8.82 | 7.25 |
| *Klf9* | 3.09 | 2.17 | 5.52 |
| *Pdk4* | 0.76 | 5.02 | 4.71 |
| *Per1* | 1.11 | 4.64 | 4.29 |
| *Per2* | 1.15 | 4.21 | 3.92 |
| *Ear3* | 1.06 | 2.50 | 3.79 |
| *Rn18s* | 0.95 | 3.69 | 3.65 |
| *Tas1r1* | 2.68 | 1.29 | 3.20 |
| *Map3k6* | 1.05 | 3.82 | 3.10 |
| **DOWN** | | | |
| *Phlda1* | 0.97 | 0.32 | 0.35 |
| *Ccl7* | 1.06 | 0.62 | 0.37 |
| *Sertad4* | 1.04 | 0.43 | 0.37 |
| *Ngfb* | 0.89 | 0.43 | 0.38 |
| *A630084D02Rik* | 0.90 | 0.41 | 0.44 |
| *Aldh3a1* | 0.68 | 0.50 | 0.45 |
| *Egr1* | 1.01 | 0.34 | 0.47 |
| *Fgf7* | 1.04 | 0.52 | 0.47 |
| *Vcam1* | 0.88 | 0.57 | 0.47 |
| *Angptl4* | 1.15 | 0.72 | 0.48 |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S7 Table

**S7 Table. *In silico* analysis of synergistically regulated genes for GR and TR peak binding within 1kb of open chromatin marks (H3K27Ac).**

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S8 Table

**S8 Table. *In silico* analysis of synergistically regulated genes for GR and TR peak binding within 1kb of MED1/12 peaks.**

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S9 Table

**S9 Table. *In silico* analysis of synergistically regulated genes for GR and TR peak binding within 1kb of RNA Pol2 peaks.**

|  | **T3 Fold Change** | **CORT Fold Change** | **T3 + CORT Fold Change** |
| --- | --- | --- | --- |
| TR Only | | | |
| C77080 | 0.94 | 0.79 | 0.62 |
| Cfl1 | 1.16 | 0.71 | 0.63 |
| Cyb5r3 | 1.03 | 1.49 | 1.57 |
| Ppp1r10 | 1.02 | 1.49 | 1.53 |
| Rab34 | 1.02 | 1.42 | 1.62 |
| Smarcd2 | 1.09 | 1.47 | 1.53 |
| Trim25 | 1.06 | 1.44 | 1.50 |
| Uba1 | 1.02 | 1.36 | 1.52 |
| Vrk3 | 1.08 | 1.48 | 1.59 |
| GR only | | | |
| Accn2 | 1.10 | 0.74 | 0.62 |
| Cep55 | 1.06 | 1.45 | 1.51 |
| Cyb561 | 2.61 | 3.78 | 10.52 |
| Ddx24 | 0.95 | 0.72 | 0.65 |
| Ehbp1l1 | 1.17 | 0.67 | 0.65 |
| Errfi1 | 1.21 | 1.46 | 2.10 |
| Id2 | 0.90 | 1.27 | 1.59 |
| Ipo13 | 0.97 | 0.70 | 0.64 |
| Slc1a5 | 1.05 | 1.44 | 1.56 |
| Spnb2 | 0.88 | 0.80 | 0.66 |
| Vat1 | 1.01 | 0.83 | 0.66 |
| Vps26b | 1.03 | 1.45 | 1.54 |
| TR and GR | | | |
| Actb | 0.93 | 0.63 | 0.58 |
| Dusp8 | 1.10 | 0.78 | 0.63 |
| Jmjd3 | 1.23 | 1.30 | 1.54 |
| Klf9 | 3.09 | 2.17 | 5.52 |
| Plekhf1 | 1.08 | 1.49 | 1.56 |
| Psmd2 | 1.01 | 1.34 | 1.58 |
| Rnf135 | 1.04 | 1.26 | 1.51 |
| Slc3a2 | 1.20 | 1.48 | 1.73 |
| Tob2 | 1.03 | 1.42 | 1.53 |
| Tspan4 | 1.18 | 1.32 | 1.57 |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S10 Table

**S10 Table. *In silico* analysis of genes whose CORT-response is altered by T_3_ for GR and TR peak binding within 1kb of open chromatin marks (H3K27Ac).**

|  | **T_3_ Fold Change** | **CORT Fold Change** | **T_3_ + CORT Fold Change** |
| --- | --- | --- | --- |
| TR Peaks Only | | | |
| Egr3 | 1.05 | 0.55 | 0.50 |
| Irak2 | 1.05 | 0.53 | 0.66 |
| Klhl21 | 1.35 | 1.57 | 2.05 |
| Lrp8 | 1.11 | 0.58 | 0.66 |
| GR Peaks Only | | | |
| Cyr61 | 1.06 | 0.32 | 0.52 |
| Egr1 | 1.01 | 0.34 | 0.47 |
| Ier3 | 0.85 | 0.58 | 0.66 |
| Orm1 | 1.23 | 3.44 | 2.54 |
| Rasl11b | 0.85 | 2.54 | 2.02 |
| Sesn1 | 0.95 | 3.35 | 2.77 |
| Sphk1 | 1.05 | 3.24 | 2.27 |
| TR and GR | | | |
| Lrp8 | 1.06 | 0.32 | 0.52 |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S11 Table

**S11 Table. *In silico* analysis of genes whose CORT-response is altered by T_3_ for GR and TR peak binding within 1kb of MED1/12 peaks.**

|  | **T_3_ Fold Change** | **CORT Fold Change** | **T_3_ + CORT Fold Change** |
| --- | --- | --- | --- |
| TR Peaks Only | | | |
| Sphk1 | 1.05 | 3.24 | 2.27 |
| Ier3 | 0.85 | 0.58 | 0.66 |
| Irak2 | 1.05 | 0.53 | 0.66 |
| GR Peaks Only | | | |
| Lims2 | 1.08 | 2.36 | 2.91 |
| Sesn1 | 0.95 | 3.35 | 2.77 |
| Cyr61 | 1.06 | 0.32 | 0.52 |
| TR and GR | | | |
| Ccdc134 | 0.82 | 2.92 | 1.72 |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S12 Table

**S12 Table. *In silico* analysis of genes whose CORT-response is altered by T_3_ for GR and TR peak binding within 1kb of RNA Pol2.**

|  | **T_3_ Fold Change** | **CORT Fold Change** | **T_3_ + CORT Fold Change** |
| --- | --- | --- | --- |
| TR Peaks Only | | | |
| Ccdc134 | 0.82 | 2.92 | 1.72 |
| GR Peaks Only | | | |
| Rasl11b | 0.85 | 2.54 | 2.02 |
| Ier3 | 0.85 | 0.58 | 0.66 |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S13 Table

**S13 Table. *In silico* analysis of CORT-responsive genes that lose CORT response with T_3_ for GR and TR peak binding within 1kb open chromatin marks (H3K27Ac).**

|  | **T_3_ Fold Change** | **CORT Fold Change** | **T_3_+CORT Fold Change** |
| --- | --- | --- | --- |
| TR Peaks Only | | | |
| Add1 | 1.06 | 1.61 | 1.45 |
| Cda | 1.05 | 1.57 | 1.32 |
| Coq10b | 1.25 | 0.67 | 0.83 |
| Cp | 1.04 | 1.73 | 1.45 |
| Fam171a1 | 1.00 | 1.58 | 1.44 |
| Hist2h2ab | 0.86 | 1.60 | 1.27 |
| Il4i1 | 1.19 | 1.54 | 1.35 |
| Irak2 | 1.06 | 0.57 | 0.69 |
| Mfn2 | 1.05 | 1.50 | 1.31 |
| Whsc2 | 1.07 | 1.51 | 1.42 |
| Pgpep1 | 1.04 | 2.00 | 1.44 |
| Rin2 | 1.10 | 1.61 | 1.40 |
| Slc40a1 | 1.23 | 0.64 | 0.92 |
| Sult1a1 | 0.93 | 1.55 | 1.33 |
| Tmem50a | 0.93 | 1.51 | 1.35 |
| GR Peaks Only | | | |
| Actb | 1.25 | 1.64 | 1.44 |
| Asna1 | 1.07 | 0.64 | 0.82 |
| Axl | 0.98 | 1.56 | 1.33 |
| Bhlhb2 | 1.15 | 1.76 | 1.42 |
| Cyr61 | 1.06 | 0.46 | 0.67 |
| Ddx49 | 0.99 | 0.63 | 0.67 |
| Klf2 | 1.07 | 1.52 | 1.31 |
| Pdgfra | 0.83 | 1.72 | 1.39 |
| Pgls | 1.12 | 1.53 | 1.47 |
| Rin2 | 1.10 | 1.61 | 1.40 |
| Ryr1 | 1.01 | 1.53 | 1.33 |
| Slpi | 1.02 | 1.52 | 1.28 |
| TR and GR | | | |
| Adamtsl4 | 1.08 | 1.68 | 1.39 |
| Cdh1 | 0.87 | 1.50 | 1.16 |
| Ehd2 | 1.24 | 1.79 | 1.44 |
| Ier5l | 1.03 | 1.62 | 1.43 |
| Leng9 | 1.00 | 1.55 | 1.37 |
| Mapk6 | 1.21 | 0.65 | 0.81 |
| Plekhf1 | 1.06 | 1.65 | 1.49 |
| Samd4b | 1.04 | 0.67 | 0.72 |
| Sdc4 | 1.14 | 1.59 | 1.36 |
| Tardbp | 0.83 | 0.66 | 0.75 |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S14 Table

**S14 Table. *In silico* analysis of CORT-responsive genes that lose CORT response with T_3_ for GR and TR peak binding within 1kb of MED1/12 peaks.**

|  | **T_3_ Fold Change** | **CORT Fold Change** | **T_3_+CORT Fold Change** |
| --- | --- | --- | --- |
| TR Peaks Only | | | |
| Dok1 | 1.05 | 1.54 | 1.45 |
| Hist2h2ab | 0.86 | 1.60 | 1.27 |
| Ier5l | 1.03 | 1.62 | 1.43 |
| Il4i1 | 1.19 | 1.54 | 1.35 |
| Irak2 | 1.06 | 0.57 | 0.69 |
| Mapk6 | 1.21 | 0.65 | 0.81 |
| Pgpep1 | 1.13 | 1.60 | 1.09 |
| Plekhf1 | 1.06 | 1.65 | 1.49 |
| Pvr | 0.91 | 0.65 | 0.68 |
| Slc35a3 | 0.98 | 0.65 | 0.70 |
| Slc40a1 | 1.23 | 0.64 | 0.92 |
| Snta1 | 1.05 | 1.68 | 1.31 |
| Sult1a1 | 0.93 | 1.55 | 1.33 |
| GR Peaks Only | | | |
| Asna1 | 1.07 | 0.64 | 0.82 |
| Axl | 0.98 | 1.56 | 1.33 |
| Cyr61 | 1.06 | 0.46 | 0.67 |
| Ddx49 | 0.99 | 0.63 | 0.67 |
| Erich1 | 0.83 | 0.66 | 0.72 |
| Ier5l | 1.03 | 1.62 | 1.43 |
| Klf2 | 1.07 | 1.52 | 1.31 |
| Leng9 | 1.00 | 1.55 | 1.37 |
| Mgp | 1.13 | 2.12 | 1.48 |
| Rin2 | 1.10 | 1.61 | 1.40 |
| TR and GR | | | |
| Actb | 1.25 | 1.64 | 1.44 |
| Adamtsl4 | 1.08 | 1.68 | 1.39 |
| Bhlhb2 | 1.15 | 1.76 | 1.42 |
| Pgls | 1.12 | 1.53 | 1.47 |
| Samd4b | 1.04 | 0.67 | 0.72 |
| Sdc4 | 1.14 | 1.59 | 1.36 |
| Tardbp | 0.83 | 0.66 | 0.75 |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S15 Table

**S15 Table. *In silico* analysis of CORT-responsive genes that lose CORT response with T_3_ for GR and TR peak binding within 1kb of RNA Pol2 peaks.**

|  | **T_3_ Fold Change** | **CORT Fold Change** | **T_3_+CORT Fold Change** |
| --- | --- | --- | --- |
| TR Peaks Only | | | |
| Add1 | 1.06 | 1.61 | 1.45 |
| Hist2h2ab | 0.86 | 1.60 | 1.27 |
| Il4i1 | 1.19 | 1.54 | 1.35 |
| Pgpep1 | 1.13 | 1.60 | 1.09 |
| Slc35a3 | 0.98 | 0.65 | 0.70 |
| Sult1a1 | 0.93 | 1.55 | 1.33 |
| Tardbp | 0.83 | 0.66 | 0.75 |
| Tmem50a | 0.93 | 1.51 | 1.35 |
| GR Peaks Only | | | |
| Asna1 | 1.07 | 0.64 | 0.82 |
| Bhlhb2 | 1.15 | 1.76 | 1.42 |
| Fndc7 | 0.96 | 1.58 | 1.16 |
| Klf2 | 1.07 | 1.52 | 1.31 |
| Leng9 | 1.00 | 1.55 | 1.37 |
| Rin2 | 1.10 | 1.61 | 1.40 |
| TR and GR | | | |
| Actb | 1.25 | 1.64 | 1.44 |
| Adamtsl4 | 1.08 | 1.68 | 1.39 |
| Ier5l | 1.03 | 1.62 | 1.43 |
| Plekhf1 | 1.06 | 1.65 | 1.49 |
| Samd4b | 1.04 | 0.67 | 0.72 |
| Sdc4 | 1.14 | 1.59 | 1.36 |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S16 Table

**S16 Table. Summary of differential expression analysis results for microarray and RT-qPCR validation.**

|  |  | **Microarray** | | | **RT-qPCR** | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **SYMBOL** | **DIRECTION** | **T_3_-FC** | **CORT-FC** | **T_3_ + CORT-FC** | **T_3_-FC** | **CORT-FC** | **T_3_ + CORT-FC** |
| **T_3_** | | | | | | | |
| Tas1r1 | UP | 2.68 | 1.29 | 3.20 | 4.96 | 1.49 | 6.80 |
| Dbp | UP | 1.79 | 1.50 | 2.52 | 1.53 | 0.55 | 1.66 |
| C030002B11Rik/Ppm1h | UP | 1.74 | 1.27 | 1.48 | 2.86 | 0.69 | 1.15 |
| **CORT** | | | | | | | |
| Pdk4 | UP | 0.76 | 5.02 | 4.71 | 1.25 | 7.01 | 3.46 |
| Phlda1 | DOWN | 0.97 | 0.32 | 0.35 | 1.41 | 0.65 | 0.73 |
| Egr1 | DOWN | 1.01 | 0.34 | 0.47 | 0.90 | 0.35 | 0.47 |
| Klf13 | UP | 1.03 | 1.72 | 1.61 | 0.71 | 2.45 | 2.37 |
| Cyr61 | DOWN | 1.06 | 0.32 | 0.52 | 0.98 | 0.43 | 0.24 |
| **T_3_ + CORT** | | | | | | | |
| Klf9 | UP | 3.09 | 2.17 | 5.52 | 1.80 | 1.48 | 5.65 |
| Cyb561 | UP | 2.61 | 3.78 | 10.52 | 7.67 | 4.37 | 14.94 |
| Per1 | UP | 1.11 | 4.64 | 4.29 | 1.06 | 11.70 | 11.43 |
| Errfi1 | UP | 1.21 | 1.46 | 2.10 | 1.07 | 2.28 | 2.48 |

# Supplementary material for: Coordinated transcriptional regulation by thyroid hormone and glucocorticoid interaction in adult mouse hippocampus-derived neuronal cells
**Source:** PLoS One. 2019 Jul 26;14(7):e0220378. doi: 10.1371/journal.pone.0220378
**Supplement:** S17 Table

**S17 Table. *In silico* analysis of synergistically regulated genes for GR or TR binding within 1 kb of open chromatin marks (H3K27Ac) or MED1/12 peaks.**

How the deposited data were processed for this re-analysis (not part of the article)

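HT-22 cells were treated for 4 h with vehicle, T3, CORT or T3+CORT, with 3 replicates per group, and each replicate was hybridized to 1 Illumina mouse whole-genome array. The groups and replicate numbers were taken from the deposited sample labels. No reference genome was used. Gene positions are those of the RefSeq table of the Mm10 assembly, and gene symbols come from the deposited probe annotation, which gives 1 symbol to 34885 of the 45281 probes, several to 18 and none to 10378.

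The intensity values used here are the normalized intensities deposited by the authors, who, according to the paper's methods, normalized them by rank invariance in BeadStudio. They are linear, they show no background subtraction, and the 12 arrays hold the same set of values to within 0.5, as quantile normalization would leave them. The detection p values, as deposited by the authors in the table of non-normalized data, compare each probe with the negative controls of its array. The 12 signal columns beside them were not used, because their names match no sample label. Of the 12 detection columns 6 hold signal, with 36.5% to 37.6% of probes at a detection p under 0.05, and the other 6 were left out by a limit of 10% of probes detected. By the array numbers in a figure of the paper, the 6 with signal would be CORT and T3+CORT arrays and the others vehicle and T3, so the limit of detection for vehicle and T3 rests on the distribution that all arrays share. The plan made before the files were opened called for a background correction of the raw signals with normexp (offset 16) followed by quantile normalization. As those signals could not be tied to the samples, that plan was not run, and the log2 of the deposited normalized intensities is the basis of every result.

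The limit of detection, 87.0, is the normalized value at the rank of the dimmest probe called detected. Probes at or above it on at least 3 of the 12 arrays were tested. On each array 16520 to 16544 probes lay above it. The stricter limit, from a detection p under 0.01, was 105.

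One linear model of the 4 groups was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), and 6 contrasts were read from it: T3, CORT and T3+CORT against vehicle, T3+CORT against CORT, T3+CORT against T3, and the interaction, which is T3+CORT minus CORT minus T3 plus vehicle. All p values are two-sided unless stated, and adjusted p values are Benjamini-Hochberg values over the 17746 tested probes. The study's thresholds are a p under 0.02, taken here from limma, and a change of at least 1.5-fold; the Venn sections a to f follow the paper. For the second definition of synergy, the T3+CORT signal was set against the sum of the T3 and CORT signals on the linear scale, with an excess of over 1 SD and a one-sided p under 0.02 from the methods' t-test with unequal variances. The paper states the 1 SD and the t-test, and the one-sided limit of 0.02 was set here. The same t-test was run on the other comparisons as an alternative; the paper names no test for its lists against vehicle. A fold change against a group below the limit on every array is given as a bound against that limit.

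Gene lists were written from general knowledge before the data were examined: glucocorticoid-induced genes, circadian clock genes, immediate early and growth factor response genes, inflammatory mediators, extracellular matrix genes, glutathione metabolism genes, proteasome subunits, actin cytoskeleton, SRF and YAP target genes, amino acid transport and ATF4 target genes, DNA replication and mitosis genes, prolactin and growth hormone family genes, thyroid hormone target genes, fibroblast and mesenchymal markers, glial and immune cell markers, neuronal markers, reference genes, and thyroid hormone and glucocorticoid receptors, cofactors and hormone metabolism. Some members had been seen in the study's tables of these arrays, so their direction is not independent of those values. Each gene entered with 1 probe, that with the highest mean, for 9574 genes. The lists were tested with camera, at its preset correlation of 0.01 and with an estimated correlation, and p values were adjusted over the lists for each contrast.

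The genes named are those the paper names, at the probes of its supplementary tables, whose values had been seen there; in each contrast the 10 largest rises and 10 largest falls among probes that passed and whose arrays did not overlap; list members that passed; and a fixed set of receptors, cell markers and reference genes. Others are said to be named after their values were seen.

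The analysis was tested on data simulated for the 17746 probes with 50 probes changed per fold size. In T3 against vehicle 34% of probes changed by 1.25-fold, 94% by 1.5-fold and 100% by 2-fold or 3-fold were recovered; in CORT against vehicle the shares were 20%, 98% and 100%, and for the interaction 8%, 58% and 100%. Of 17546 unchanged probes 11, 14 and 12 were called. The sum test called 96 of 100 probes with a signal 2-fold above the sum and 284 of 17646 at the sum. Of 10 simulated lists, the 1 raised list was called and none of the 9 others.

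Alternatives covered the background correction, the filter on dim probes, the replicate number as a block, the groups in the fit, the variance model, the test, array weights, the probe chosen for a gene, the sum used for synergy and each array left out in turn. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15. The RTqPCR, luciferase and chromatin immunoprecipitation experiments were not analysed here.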

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

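Of the tests in this part, the comparison of T3+CORT with CORT at the same probes was chosen after the result was seen.

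The effect of T3 with CORT present differed from that without CORT, by a test of the interaction in limma, at 20 probes, and the estimate was lower with CORT at each of them. The log2 interaction was -1.23 for *Spon2*, -1.07 for *Flnc*, which encodes filamin C, -0.99 for *Il1rl1*, -0.99, -0.89 and -0.71 for 3 probes of *Gas7*, the last under its older name *B230343A10Rik*, -0.84 for *Cd248*, the endosialin gene, and -0.83 for *Ccl7*. It was -0.80 for *Dysf*, which encodes dysferlin, -0.80 for *Nipal1*, -0.80 for *Angptl4* and -0.76 for *Popdc3*. For *Slurp1* it was -0.79, but its vehicle arrays lie below the limit of detection, so its interaction is not determined. For *Plec*, which encodes plectin, it was -0.79 and -0.66 at 2 probes, for *Plin4* -0.70, for *Sox9* -0.66, for *Aqp5* -0.61, for *Col6a2* -0.60 and for the probe ILMN_2526333, which has no symbol, -0.87. A second probe of *Ccl7* had -0.47 and did not pass this limma test (adjusted p = 0.18), and a second probe of *Sox9* was not among the 20.

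Gene lists for which the interaction passed with an estimated correlation, all towards lower values, were actin cytoskeleton, SRF and YAP target genes (adjusted p = 0.045), extracellular matrix genes (adjusted p = 0.0060), fibroblast and mesenchymal markers (adjusted p = 0.030), glucocorticoid-induced genes (adjusted p = 0.030) and prolactin and growth hormone family genes (adjusted p = 0.030). The lists overlap, so these are not separate results, and some members had been seen in the paper's tables.

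Interaction values below 0 at each of these probes may reflect an action of T3 on these genes that depends on CORT, or the values of a few T3 or vehicle arrays. Without any 1 T3 or vehicle array, 100 percent of the probes kept an interaction below 0 at an unadjusted p under 0.05. That was likely in advance, since the probes were chosen at an adjusted p under 0.05 on these same arrays. At the adjusted p the count was 2 without vehicle replicate 2, so a single array as the source stays open. All 20 probes, 100 percent, also fell from CORT to T3+CORT at an unadjusted p under 0.02, but they were chosen in part for that fall. Chance values of several T3 or vehicle arrays stay open too, and with array weights 3 of the probes past the test lay above 0 and 56 below. Among 100 splits of the arrays into 4 groups of 3, the real one included, 3 gave at least 20 probes, and the highest of the others gave 52. Both of the others keep CORT and T3+CORT arrays apart, as 11 of the splits besides the real one do. Of these 2 splits, 1 also keeps vehicle and T3 arrays apart. It only exchanges the labels within 1 pair of groups, so its count reflects the T3 effects with and without CORT taken together. The shared distribution given to all arrays by the normalization was not tested as a source and stays open, as does an effect of T3 on the number of cells.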

How the results depend on the processing

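Tests in this part follow the alternatives set before the data were examined, except that normexp with an offset of 16 on the deposited values, the fold between linear means without a p and the simulated slope were chosen after seeing the data. No gene named in the text reversed its direction in a contrast that passed at an adjusted p under 0.05 in the main run or the alternative. Sign changes of values that passed in neither were not counted, and other probes were not compared one by one. But the slope of the CORT response is under 1 with either order of the axes, and selecting probes alone also puts it under 1. The methods' t-test had more raised than lowered probes for CORT and T3+CORT at an adjusted p under 0.05, where limma had fewer. Without a filter limma too had more raised ones for T3+CORT and for T3+CORT against T3, and so it had for T3+CORT against T3 with only the groups compared.

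With normexp at an offset of 50, without a filter, and with eBayes without the trend, each count stayed within 1.5 times its value, as did the 3 counts against vehicle with the fold between linear means, the only ones run with it. With normexp at an offset of 16 the counts at the study's thresholds were 23 probes for T3, 646 for CORT, 630 for T3+CORT, 260 for section b and 238 for section c, with 11 for section a and 111 synergistically raised and 128 lowered, more lowered than raised, as also without vehicle replicate 2, vehicle replicate 3 or CORT replicate 2, where all arrays without that correction gave 78 raised and 70 lowered; subtracting background raises the fold of dim probes by construction. At the stricter limit on all 12 arrays 0 probes exceeded the sum of the T3 and CORT signals by the methods' t-test, since *Cyb561* is below it on vehicle, and 7 section e probes had the larger response. With only the groups compared in the fit, T3 had 9 probes at an adjusted p under 0.05 and T3+CORT against T3 2323. CORT against vehicle then had 2446 higher and 2664 lower, more than with all groups in the fit. The T3 arrays had residual SDs of 0.140, 0.170 and 0.110, against 0.0771 to 0.110 on the others. A fit of all 4 groups gives them 1 shared spread, which can make p values of comparisons with T3 arrays too small. Whether this is the cause was not tested. This setting cannot apply to the interaction.

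With the methods' t-test the counts at an adjusted p under 0.05 were 0 for T3, 261 for CORT, 304 for T3+CORT, 0 for T3+CORT against CORT, 4 for T3+CORT against T3 and 0 for the interaction, where at an unadjusted p under 0.05 it gave 643 probes for T3, 1326 for T3+CORT against CORT and 884 for the interaction. Of the tests on single genes named in the text 83 passed with it and 605 with limma, and 35 section b and 24 section c probes differed between T3+CORT and CORT, and in section e 7 had the larger and 15 the smaller response on T3+CORT; this test estimates the spread from 3 arrays per group for each probe. With array weights the counts were 61 for T3, 5649 for T3+CORT, 224 for T3+CORT against CORT and 59 for the interaction, and T3 replicate 2 had a weight of 0.281. Against the sum of the increases over vehicle 7 raised probes showed synergy in place of 1, as this sum is smaller by the vehicle signal, and 3 lowered probes lay below it by the same limits. The slope of the CORT response was 0.881 with the axes exchanged, which is also under 1. Simulated sets without a T3 effect had a median of 0.927 for the first slope and 0.924 for the exchanged one. In 20 of 100 such sets the exchanged slope was as low as the real one, so it gives no direction. Of 28 list calls 18 passed with an estimated correlation and 26 with the mean over the probes of a gene, by which 1 further list call passed.

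Leaving out 1 array in turn gave, at an adjusted p under 0.05, 8 (without vehicle replicate 3) to 25 probes (without T3 replicate 2) for T3, 2272 (without vehicle replicate 1) to 4929 for CORT, with 2349 without vehicle replicate 3, 2326 (without vehicle replicate 1) to 4859 for T3+CORT, 42 (without T3+CORT replicate 2) to 179 (without T3 replicate 2) for T3+CORT against CORT, and 2 (without vehicle replicate 2 or CORT replicate 2) to 20 for the interaction. For T3+CORT against CORT each of the CORT and T3+CORT arrays lowered the count to between 42 and 57, and for the interaction each vehicle, CORT and T3+CORT array lowered it to between 2 and 11. At the study's thresholds T3 had 10 (without CORT replicate 1) to 21 probes (without T3 replicate 3), with 18 without vehicle replicate 3 and 20 without T3 replicate 2. The lowest and highest counts were 2749 to 4015 for T3+CORT against T3 and, at the study's thresholds, 425 to 482 for CORT, 393 to 475 for T3+CORT, 160 to 217 for section b, 133 to 209 for section c and 250 to 277 for section e; 48 to 79 section b and 31 to 51 section c probes differed between T3+CORT and CORT. Section a had 4 probes, and 8, 10 and 12 without vehicle replicate 3, T3 replicate 2 and T3 replicate 3; section d had 1 without vehicle replicate 1 to 6 without vehicle replicate 3, and section f up to 5. The raised probes of section c numbered 116 without T3+CORT replicate 2. In section e 19 probes had the larger response on T3+CORT without T3 replicate 2, the same number with only the groups compared, and 12 with all arrays. Of the single-gene tests 529 to 639 passed. The synergy count by the sum of signals was 0 without T3+CORT replicate 1 or T3+CORT replicate 2 and 1 without any other array, and the slope ranged from 0.800 to 0.831.

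With the replicate number as a block (replicate block) the counts at an adjusted p under 0.05 were 21 for T3, 3721 for CORT, 3748 for T3+CORT, 98 for T3+CORT against CORT, 4094 for T3+CORT against T3 and 18 for the interaction, and 27 list calls passed. The replicate numbers do not pair the arrays: 6 of 18 pairs with the same number had a correlation of deviations over 0.1, from -0.265 to 0.447, and 4 of 12 arrays correlated best with their own number.

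For single genes, of 1422 pairs of a gene and a contrast, 522 no longer passed with the methods' t-test and none newly passed; with array weights 6 no longer and 71 newly passed, and without a filter 41 no longer passed. A block for the array slide was not run because the labels do not name it. A slide effect that followed the groups could therefore not be told apart from the hormones. The correction of raw signals was not run because they are not tied to the samples. Scaling each array to its median changed no call on a single gene and left every count within 1.5 times its value (3670 for CORT). Signal over background limits the dim genes: among the 25612 probes below the limit on every array, 6.40% had an unadjusted p under 0.05 in CORT against vehicle, and 33.8% of the tested probes did.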

Differences from the paper's values

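The paper's values of 3 synergistic genes in section e and 3 in section f differ from those here, which are 0 and 1 probes by the sum of the T3 and CORT signals with the methods' t-test. The counts here need over 1 SD and a one-sided p under 0.02, a limit that the paper does not state for this test. By over 1 SD alone 2 raised probes passed, those of *Cyb561* and *2310051E17Rik*, both in section f. Of the alternatives set before the data were examined, the sum of the increases over vehicle gives 4 probes in section e, which are 2 of *Lims2*, 1 of *Ear4* and 1 of *Ear3*, and 3 in section f, which are within 1.5 times the paper's. None of the other alternatives does: normexp with an offset of 50, no filter, the stricter limit, the replicate block, only the groups compared, eBayes without the trend, the methods' t-test, array weights, scaling to the median and each array left out. Normexp with an offset of 16, chosen after seeing the data, does not either. The 3 of the paper's supplement are the *Lims2* and *Ear4* probes, without *Ear3*, which the paper's main list of synergistic genes holds.

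The other counts lie within 1.5 times the paper's. The paper's own counts are 9 probes for T3, 432 for CORT and 412 for T3+CORT, and those here are 10, 425 and 411. A fold of at least 1.5 between linear means without a p, chosen after seeing the values, gives 10, 432 and 413, and drops 0, 2 and 0 of the probes that the paper calls. The paper names no test for its lists against vehicle; by the methods' t-test, which it names for the sum of signals, and a p under 0.02, 7 of the 9, 368 of the 432 and 350 of the 412 pass. All 213 fold changes printed in the paper's tables that were compared match the ratio of the linear group means to within 0.006.

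The paper describes the CORT response of the genes of section b as lost with T3. Of the 168 probes of its list that were tested, 63 differed between T3+CORT and CORT at an unadjusted p under 0.02, and 142 still differed from vehicle on T3+CORT at an adjusted p under 0.05. *Samd4b* is among the genes the paper describes this way. Here *Samd4b* fell on T3+CORT, with a log2 fold change of -0.49, and the difference between T3+CORT and CORT did not pass (adjusted p = 0.84). The paper describes genes that flank its binding sites as not regulated by the hormones, by its threshold of 1.5-fold. Of those examined here, which are not all, and under that fold, *Mcl1*, *Sys1*, *Cpt2* and *Paf1* rose on T3+CORT at an adjusted p under 0.05, by 0.49, 0.57, 0.38 and 0.26 on the log2 scale, while *Dnah2*, *Rps16* and *Zfp36* did not pass.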

Other observations

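The tests of T3-responsive probes with CORT present and of the extracellular matrix genes, and those on the noise of whole arrays with the way they are read, were chosen after the result was seen.

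Markers of neurons were mostly below the limit of detection: 2 of 28 with a probe were above it on every vehicle array, *Syn1*, a synaptic vesicle gene, and *Eno2*, the neuronal enolase gene, with mean signals of 368 and 154. *Nefl* and *Nefm* lay below the limit, and *Nefh* has no probe. Of glial and immune cell markers 2 of 21 were above it, *Slc1a3*, a glutamate transporter gene, and *Cnp*, while the astrocyte marker *Gfap* lay below. On T3+CORT *Slc1a3* had a log2 fold change of -0.38 (adjusted p = 0.0055). Of fibroblast and mesenchymal markers 14 of 17 were above it, with *Vim*, which encodes vimentin, at 13580.0. Only 6 neuronal markers and 2 glial and immune markers were tested, and on CORT none of these passed. As a group the neuronal markers had an adjusted p of 0.89 from camera and 0.90 with an estimated correlation. The glial and immune ones had an adjusted p of 0.97 from camera and 0.97 with an estimated correlation. A response of the other markers could not be tested.

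DNA replication and mitosis genes moved in both directions on CORT: 8 rose and 3 fell of 37 (8 and 4 adjusted over the list alone; adjusted p = 0.40 from camera, adjusted p = 0.39 with an estimated correlation). *Pold1*, a DNA polymerase subunit, rose by 0.66 on the log2 scale and *Top2a*, a topoisomerase, had -0.61. On T3+CORT the cyclin gene *Ccnd1* had -0.48, where CORT alone gave 0.11. Amino acid transport genes that rose on T3+CORT include *Slc38a4* at 0.69 and *Slc1a5* at 0.64. Of the reference genes 2 rose and 1 fell of 15 (3 and 2 adjusted over the list alone; adjusted p = 0.97 from camera, adjusted p = 0.96 with an estimated correlation); *Tfrc*, the transferrin receptor gene, had -0.66 and *Eef2*, an elongation factor gene, 0.44. Of 5 tested probes of *Actb*, which the paper lists as repressed, 2 were lower and 2 higher on T3+CORT at an adjusted p under 0.05, the brightest by 0.38. On T3+CORT 3 rose and 5 fell of 15 (3 and 5 adjusted over the list alone; adjusted p = 0.84 from camera, adjusted p = 0.83 with an estimated correlation) for the reference genes, 9 rose and 5 fell of 37 (11 and 7 adjusted over the list alone; adjusted p = 0.21 from camera, adjusted p = 0.19 with an estimated correlation) for DNA replication and mitosis genes and 7 rose and 1 fell of 29 (8 and 2 adjusted over the list alone; adjusted p = 0.13 from camera, adjusted p = 0.13 with an estimated correlation) for amino acid transport and ATF4 target genes.

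T3 alone moved 4 further lists in one form of the test or both, with few single genes past the test. Extracellular matrix genes were higher on T3 (adjusted p = 1.6e-05 from camera, adjusted p = 0.048 with an estimated correlation), circadian clock genes too (adjusted p = 0.0025 from camera, adjusted p = 0.098 with an estimated correlation), and the lists of actin cytoskeleton, SRF and YAP target genes (adjusted p = 0.046 from camera, adjusted p = 0.15 with an estimated correlation) and, towards lower values, of glutathione metabolism genes (adjusted p = 0.046 from camera, adjusted p = 0.19 with an estimated correlation) passed in one form only. On T3+CORT extracellular matrix genes were lower as a group in one form only (adjusted p = 0.016 from camera, adjusted p = 0.13 with an estimated correlation), with 6 raised and 15 lowered of 50, and thyroid hormone target genes higher (adjusted p = 0.036 from camera, adjusted p = 0.11 with an estimated correlation), with 3 raised of 10. On CORT 7 rose and 8 fell of 35 (7 and 8 adjusted over the list alone; adjusted p = 0.40 from camera, adjusted p = 0.39 with an estimated correlation) for actin cytoskeleton, SRF and YAP target genes and 6 rose and 1 fell of 19 (6 and 1 adjusted over the list alone; adjusted p = 0.40 from camera, adjusted p = 0.39 with an estimated correlation) for thyroid hormone and glucocorticoid receptors, cofactors and hormone metabolism. The interaction of circadian clock genes (adjusted p = 0.016 from camera, adjusted p = 0.11 with an estimated correlation) and of thyroid hormone target genes (adjusted p = 0.031 from camera, adjusted p = 0.090 with an estimated correlation) passed in one form only.

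The lower CORT response of section b genes with T3 may come in part from probes near the 1.5-fold threshold that fall on either side by chance. With the section chosen on 2 replicates of each group, the difference between T3+CORT and CORT in the replicates left out was 0.560 times that in the replicates used (0.548, 0.629 and 0.529 for the replicate numbers). In simulated arrays it was 5.95 percent of it when T3 adds nothing and 95.0 percent when T3 removes the CORT effect, with independent noise at each probe. In 100 sets with the noise of whole arrays dealt out anew and T3 adding nothing, 1 gave a ratio as large, at 0.575, and every real replicate kept at least 0.5, the share set before the result was seen, which argues against chance near the threshold as the whole source, though not if no such set were allowed. A lower CORT response with T3 remains a hypothesis, as does any effect of the normalization, which was not tested.

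For the larger response of section c genes on T3+CORT, the same ratio was 0.530 (0.345, 0.698 and 0.542 for the replicate numbers), and 0.297 percent in simulated arrays where T3 adds nothing. Among 100 sets with the noise of whole arrays, 4 gave a ratio as large, with 0.715 as the highest. All replicates lie above 0.25, the bound set for chance, but replicate 1 misses 0.5, the share set for excluding it, which all replicates of section b reach, so chance near the threshold cannot be told apart from an effect of T3 for section c. Read by a limit of 5 in 100 such sets alone, both sections would exclude chance, and read by the highest set, neither would.

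T3 may act on the same probes with CORT present. Of the 16 probes past the adjusted p in T3 against vehicle, 75 percent differed the same way between T3+CORT and CORT at an unadjusted p under 0.02, and 15 had the same direction; those groups share no array with the selection. The 4 others include both probes that T3 lowered.

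Extracellular matrix genes may respond to T3 in opposite directions with and without CORT. The interaction passed for the list with an estimated correlation (adjusted p = 0.0060, and 0.0021 to 0.031 with 1 array left out), 1 of its genes passed alone, and 10 did adjusted over the list alone. This pattern was found and tested on the same arrays, and the paper does not report it.

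The vehicle arrays are shared by the CORT and T3+CORT comparisons. The covariance of both responses was 0.0535, against 0.00500 from shared arrays in simulation, and 175 raised and 86 lowered probes at the study's thresholds were common to both, where independent lists of that size would share 4.09 and 1.23.

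With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05. The real grouping is 1 of the 10. Its counts and the highest of the other splits at an adjusted p under 0.05 were 16 and 0 probes for T3, 3676 and 0 for CORT, 3669 and 0 for T3+CORT, 99 and 0 for T3+CORT against CORT and 3961 and 0 for T3+CORT against T3, all by limma. At the study's thresholds they were 10 and 5 for T3, 425 and 5 for CORT, 411 and 2 for T3+CORT, 164 and 154 for section b and 147 and 112 for section c, and 60 and 20 section b and 41 and 10 section c probes differed between T3+CORT and CORT. For section e, of 100 splits of the arrays, only the real one, 1 of 100, gave 258 probes, the highest other gave 4, and a chance assignment of the arrays is excluded as its source.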
